# Isthmin-1 attenuates allergic Asthma by stimulating adiponectin expression and alveolar macrophage efferocytosis in mice

**DOI:** 10.1186/s12931-023-02569-1

**Published:** 2023-11-06

**Authors:** Jong Huat Tee, Udhaya Vijayakumar, Mahalakshmi Shanmugasundaram, Terence Y. W. Lam, Wupeng Liao, Yuansheng Yang, W. S. Fred Wong, Ruowen Ge

**Keywords:** Isthmin-1, Asthma, Adiponectin, Efferocytosis, Necroptosis, Alveolar macrophage, Type 2 alveolar epithelial cells, Airway remodeling, RNA sequencing, GRP78

## Abstract

**Background:**

Allergic asthma is a common respiratory disease that significantly impacts human health. Through in silico analysis of human lung RNASeq, we found that asthmatic lungs display lower levels of Isthmin-1 (ISM1) expression than healthy lungs. ISM1 is an endogenous anti-inflammatory protein that is highly expressed in mouse lungs and bronchial epithelial cells, playing a crucial role in maintaining lung homeostasis. However, how ISM1 influences asthma remains unclear. This study aims to investigate the potential involvement of ISM1 in allergic airway inflammation and uncover the underlying mechanisms.

**Methods:**

We investigated the pivotal role of ISM1 in airway inflammation using an ISM1 knockout mouse line (*ISM1*^−/−^) and challenged them with house dust mite (HDM) extract to induce allergic-like airway/lung inflammation. To examine the impact of ISM1 deficiency, we analyzed the infiltration of immune cells into the lungs and cytokine levels in bronchoalveolar lavage fluid (BALF) using flow cytometry and multiplex ELISA, respectively. Furthermore, we examined the therapeutic potential of ISM1 by administering recombinant ISM1 (rISM1) via the intratracheal route to rescue the effects of ISM1 reduction in HDM-challenged mice. RNA-Seq, western blot, and fluorescence microscopy techniques were subsequently used to elucidate the underlying mechanisms.

**Results:**

ISM1^−/−^ mice showed a pronounced worsening of allergic airway inflammation and hyperresponsiveness upon HDM challenge. The heightened inflammation in *ISM1*^−/−^ mice correlated with enhanced lung cell necroptosis, as indicated by higher pMLKL expression. Intratracheal delivery of rISM1 significantly reduced the number of eosinophils in BALF and goblet cell hyperplasia. Mechanistically, ISM1 stimulates adiponectin secretion by type 2 alveolar epithelial cells partially through the GRP78 receptor and enhances adiponectin-facilitated apoptotic cell clearance via alveolar macrophage efferocytosis. Reduced adiponectin expression under ISM1 deficiency also contributed to intensified necroptosis, prolonged inflammation, and heightened severity of airway hyperresponsiveness.

**Conclusions:**

This study revealed for the first time that ISM1 functions to restrain airway hyperresponsiveness to HDM-triggered allergic-like airway/lung inflammation in mice, consistent with its persistent downregulation in human asthma. Direct administration of rISM1 into the airway alleviates airway inflammation and promotes immune cell clearance, likely by stimulating airway adiponectin production. These findings suggest that ISM1 has therapeutic potential for allergic asthma.

**Graphical abstract:**

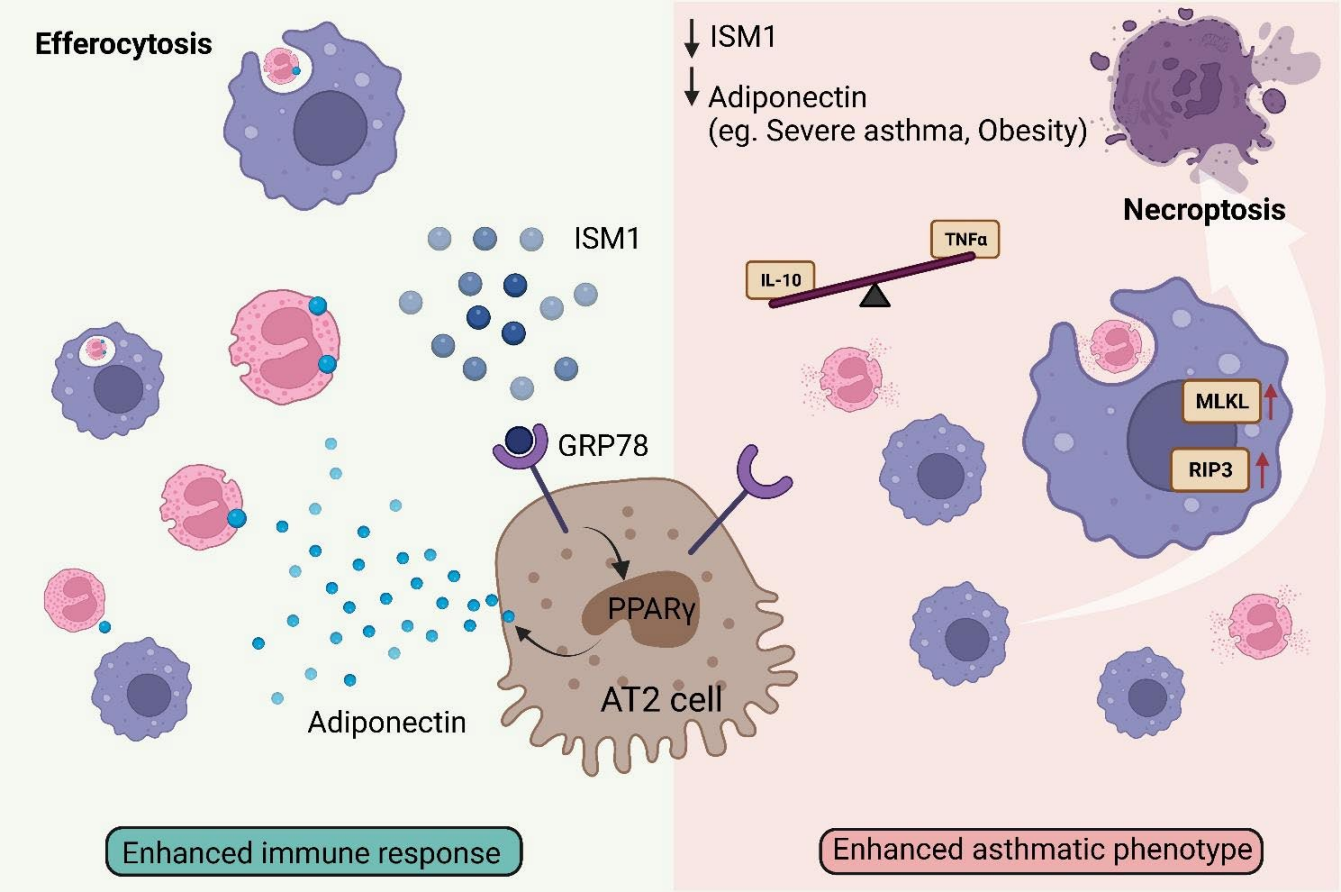

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-023-02569-1.

## Background

Asthma is a chronic airway inflammatory disorder associated with an aberrant immune response to allergens and tissue remodeling. Asthma symptoms include shortness of breath, coughing, and wheezing, which can vary in frequency and intensity over time [1]. This condition affects more than 300 million people worldwide and poses a major challenge to healthcare costs [2]. Asthma is thought to be caused by an abnormal inflammatory response to environmental agents in genetically susceptible individuals [3, 4]. Although advancements in asthma management have been made in recent years, severe asthma that does not respond to corticosteroids remains a significant challenge, and asthma-related mortality still occurs. Hence, there is a need for a more comprehensive understanding of the underlying pathobiology of asthma to develop new and effective therapeutic options.

During allergen-induced airway inflammation, the initial inflammatory response involves the activation of T helper type 2 (T_H_2) cells, which stimulate the influx of eosinophils, mast cells, and other leukocytes into the airways, along with increased serum IgE production. Subsequently, airway structural cells and resident immune cells release anti-inflammatory or pro-resolving mediators to control the extent of the immune response and resolve the inflammation and restore the airway back to its steady state. However, in asthmatic patients, the inflammatory process can become disrupted due to an overzealous inflammatory phase overproducing pro-inflammatory factors or the disruption of the anti-inflammatory phase. These can result in a loss of immune tolerance against common airborne allergens [5, 6].

Isthmin-1 (ISM1) is a protein highly expressed in the trachea and lungs of both mice and humans. Its expression in the airway epithelium was significantly enhanced by airway instillation of lipopolysaccharide (LPS), a bacterial endotoxin [7, 8]. ISM1 is also expressed by lung lymphocytes such as natural killer (NK) cells, NKT cells, and CD4^+^ T cells [9], suggesting a potential role in immune regulation. We previously identified ISM1 as a pro-apoptotic protein that functions through two cell surface receptors, αvβ5 integrin and cell-surface GRP78 (csGRP78) in endothelial cells [10, 11] and induces lung vascular permeability via the csGRP78 receptor and Src activation [12]. Recently, ISM1 has been shown to selectively induce apoptosis of pro-inflammatory alveolar macrophages (AMs) via the csGRP78 receptor, thereby maintaining lung homeostasis [13].

House dust mite (HDM) extract is known to induce endoplasmic reticulum (ER) stress in both human and mouse bronchial epithelial cells, which triggers the upregulation of the ER chaperone GRP78 [14]. This upregulation of GRP78 expression leads to increased csGRP78 in stressed cells [15, 16]. In allergic asthma, the bronchial epithelium is often stressed and damaged [17]. This airway epithelial damage is believed to initiate and orchestrate inflammatory responses by releasing chemokines and cytokines, which recruit and activate inflammatory immune cells. However, whether ISM1 plays a role in the pathogenesis of asthma remains unknown.

Herein, we investigated the role of ISM1 in allergic airway inflammation induced by HDM extract in mice. Our findings indicate that ISM1 deficiency exacerbates airway inflammation and airway hyperresponsiveness (AHR), whereas intratracheal (i.t.) delivery of recombinant ISM1 (rISM1) attenuates HDM-induced airway inflammation. RNASeq analyses of ISM1-deficient lungs revealed significant downregulation of lung adiponectin, an anti-inflammatory adipokine [18, 19]. Furthermore, we discovered that ISM1 potently stimulates adiponectin secretion in cultured human type 2 alveolar epithelial cells (A549) and enhances adiponectin-facilitated apoptotic cell efferocytosis by AMs both in vitro and in vivo [20]. Our work unveils a previously unknown link between ISM1, adiponectin, and allergic airway inflammation, providing novel molecular insights into the pathophysiology of allergic airway inflammation.

## Methods

### Mice

Wild-type (WT) C57BL/6J mice were purchased from InVivos Pte. Ltd., Singapore. ISM1 knockout (*ISM1*^*−/−*^) mice were generated in-house on a C57BL/6J background as described previously [8, 13]. Seven- to eight-week-old age-matched mice were used in this study. All mice were housed under pathogen-free conditions, with water and food pellets supplied *ad libitum*.

### HDM-induced allergic-like airway/lung inflammation

A well-established animal model of HDM-induced allergic-like airway/lung inflammation was adopted for this study [21]. Mice were sensitized on days 1, 7, and 14 with 50 µg of HDM extract (*Dermatophagoides pteronyssinus*) (Greer Laboratories) in 20 µL of normal saline via the intratracheal (*i.t.*) route after short anesthesia with isoflurane. Control mice received an equal volume of saline. For rISM1 treatment, 25 µL (1 mg/mL) of recombinant mouse ISM1 dissolved in 20 mM Tris buffered saline (TBS, pH 7.6) was administered intratracheally on day 12, 13, and 1 h before HDM challenge on day 14, 15, and 16. The vehicle group received an equal volume of 20 mM TBS. All mice were euthanized on day 17, and blood was collected by cardiac puncture to measure total IgE and HDM-specific IgE in the serum. Bronchoalveolar lavage fluid (BALF) was collected by perfusing 0.5 mL of chilled PBS into the trachea through a 22-inch IV catheter, which was repeated three times to gather approximately 1.5 mL of BALF. The right lung was excised for protein and RNA extraction, whereas the left lung was fixed in 10% formalin and paraffin-embedded for histological sectioning. Serum, BALF, and the right lung were snap-frozen in liquid nitrogen and stored at -80 °C until use.

### Assessment of airway hyperresponsiveness

An independent set of animals was allocated for the invasive airway hyperresponsiveness (AHR) measurement using a Buxco® FinePointe resistance and compliance system equipped with analysis software (Data Sciences International, Harvard Bioscience). AHR was induced with methacholine 3 days after the final HDM sensitization. Briefly, the mice were anesthetized with a combination of ketamine (75 mg/kg) and medetomidine (1 mg/kg). A tracheotomy was performed and the cannulated mice were transferred into a whole-body chamber and mechanically ventilated. Animals were acclimatized for 5 min before being aerosolized with PBS. The baseline lung resistance against the PBS challenge was recorded for 3 min. Then, an increasing concentration of methacholine (5, 10, 20, and 40 mg/ml) was aerosolized and lung resistance was recorded. The average lung resistance (R_L_) and dynamic compliance (C_dyn_) values were used to demonstrate the changes in the lung function of the mice.

### Enzyme-linked immunosorbent assay (ELISA)

Cytokines were quantified using LUNARIS™ mouse 12-plex cytokine kit (LMCY-20,120 S, Ayoxxa Biosystems) and MILLIPLEX® Mouse Th17 Magnetic Bead Panel (MTH17MAG-47 K, Millipore) according to the manufacturer’s protocol. Chemokines such as eotaxin-1, eotaxin-2, and monocyte chemoattractant protein-1 were measured by singleplex ELISA (Raybiotech). The serum levels of total IgE and HDM-specific IgE were measured using an OptEIA™ Mouse IgE ELISA kit (555,248, BD Biosciences) according to the manufacturer’s protocol. ISM1 was measured in mouse BALF using a LEGEND MAX™ Mouse Isthmin ELISA Kit (438,907, BioLegend). TGFβ_1_ in BALF and lung tissue lysates was measured using a TGFβ_1_ ELISA kit (DY1679, R&D Systems). Adiponectin levels were measured using a mouse adiponectin/Acrp30 Quantikine ELISA kit (R&D Systems).

### Histopathologic evaluation of lung tissue

The left lung tissue section was stained with hematoxylin and eosin (H&E) and periodic acid-Schiff (PAS) to evaluate airway inflammation and goblet cell metaplasia, respectively. Arbitrary scoring was performed by three experienced observers who were blinded to the treatment group. The extent of peribronchial and perivascular cell infiltration and mucus-producing goblet cells in the lung tissue were quantified on a 0–4 scale as described previously [22]. Inflammatory score: 0 = no infiltration; 1 = a few cells; 2 = a ring of cells with one-layer of cell depth; 3 = a ring of cells with two to four-layer of cell depth; 4 = a ring of cells with more than four layers of cell depth. The number of PAS-positive cells was counted under a light microscope, and the results were expressed as the percentage of PAS-positive cells over the total number of epithelial cells in the airway. PAS score: 0 = no PAS-positive cell; 1 = less than 25% positive cells; 2 = 50% positive cells; 3 = 75% positive cells; and 4 = more than 75% positive cells. The inflammatory and goblet cells were scored in at least six different fields for each lung section. Mean scores were obtained from five animals.

### Immunohistochemistry and immunofluorescence staining

Lung Sections (5 μm) were deparaffinized and rehydrated and antigen was retrieved by heating in sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0). After quenching the endogenous peroxidase activity with 3% hydrogen peroxide, the sections were blocked with 3% BSA, stained with the respective primary and secondary antibodies and reacted with diaminobenzidine substrate. Nuclei were counterstained with hematoxylin. Immunofluorescence-stained slides were counterstained with DAPI. Images were captured with a Zeiss Axio Imager M2 microscope and analyzed using ImageJ (NIH).

### Flow cytometry

Total and differential cell counts in the BALF were determined by Cytoflex LX flow cytometer with CytExpert software ver.2.3 (Backman Coulter). Forward and side scatter plots were used to exclude cell debris and clumps. Total leukocytes were identified as CD45^+^, AMs as CD11c^+^ Siglec-F^+^, eosinophils as CD11c^−^ Siglec-F^+^, neutrophils as GR-1^+^ CD11b^+^, and dendritic cells as CD11c^+^ CD11b^+^. All antibodies used for flow cytometry were purchased from Miltenyi Biotec. A sequential gating strategy was performed to differentiate among different cell types.

### Western blotting

Frozen lung tissues were ground in chilled 8 molar urea lysis buffer containing protease and phosphatase inhibitor cocktail (Roche). On the other hand, protein in the cell culture conditioned media was precipitated using cold acetone (-20 °C). Palleted protein was then resolubilized in electrophoresis sample buffer. Protein lysates (30 µg protein) were electrophoretically separated on either 10% SDS PAGE glycine gels or 15% tricine gels and transferred to a nitrocellulose membrane. After blocking with 5% BSA, the membranes were sequentially incubated with the primary antibody and secondary antibody. Finally, the protein bands were analyzed using the LI-COR Odyssey Imaging system. The primary antibodies used were as follows: rabbit anti-cleaved TGFβ_1_ (V) (sc-146, SCBT), mouse anti-RIP3 (B-2) (sc-374,639, SCBT), rabbit anti-pMLKL (D6E3G, CST), rabbit anti-caspase 8 (D35G2, CST), rabbit anti-cleaved caspase 3 (D175, CST), rabbit anti-PPARγ (16,643-AP, Proteintech), rabbit anti-adiponectin (21,613-AP, Proteintech), goat anti-adiponectin (AF1119, R&D Systems), and mouse anti-β-actin (C4) (sc47778, SCBT) was used as the loading reference. The secondary antibodies used were as follows: donkey anti-mouse IRDye 680, donkey anti-rabbit IRDye 800, and donkey anti-goat IRDye 800 (all from LI-COR Biosciences). For the antibody neutralization experiment, the following antibodies were used: mouse anti-GRP78 (A10) (sc-376,768, SCBT), mouse anti-αvβ5 (P1F76, SCBT).

### RNA sequencing

Total RNA was isolated from perfused whole lungs using TRIzol reagent (Invitrogen) according to the manufacturer’s recommended protocol. Strand-specific mRNA-seq libraries for the Illumina NovaSeq 6000 platform were generated and sequenced by Novogene, Singapore. Briefly, high-quality total RNA with an RNA integrity number (RIN) > 8 was subjected to poly-A enrichment and a directional mRNA library was prepared. The library was then subjected to paired-end sequencing of 150 bp read length and sequence depth of 40 million reads per sample. The raw sequencing data were filtered to remove low-quality reads and adaptor sequences. Clean reads were mapped onto the reference genome *Mus musculus* (GRCm38/mm10) using STAR software. The number of reads that mapped a certain gene or transcript was measured to calculate the gene expression level and the raw counts obtained were normalized to FPKM (fragments per kilobase of transcript sequence per million base pairs sequenced), which took sequence depth and gene length into account. Pearson correlation and principal component analysis (PCA) were performed using normalized read counts.

For initial differential expression analysis, the read counts from the gene expression level analysis were input into DESeq2 with the following thresholds: P_adj_ ≤ 0.05, log_2_FC ≥ 0. For subsequent analysis, the biomaRt R package was used to convert the ensemble ID to a mouse gene symbol and to obtain the gene types. Protein-coding genes were chosen for further analysis. Genes with mean counts per million (CPM) across samples less than 2 were filtered out using the CPM function from the edgeR package. Only protein-coding genes with CPM > 2 were input into DESeq2 for differential expression analysis with the following parameters: log_2_FC ≤ -1 or log_2_FC ≥ 1 & P_adj_ < 0.05 to remove low expressing genes and to identify highly differentiated genes. Deseq2-normalized expression values were plotted as heatmaps and volcano plots using the heatmap R package and volcano R package respectively. For pathway enrichment analysis, the Fgsea R package was used with the mouse gene ortholog version of the Kyoto Encyclopedia of Genes (KEGG) and REACTOME gene sets from MsigDB database V5.2. Pathways with a Benjamini-Hochberg P_adj_ < 0.05 were considered significantly deregulated pathways for each gene set. Gene Ontology (GO) and KEGG pathway analyses of DEGs were performed using DAVID software. The *p*-value was calculated by the Benjamini-Hochberg correction procedure for multiple hypothesis testing.

### qRT-PCR

Total RNA (1 µg) from lung tissues was reverse transcribed using a Maxima First Strand cDNA Synthesis kit (Thermo Scientific) according to the manufacturer’s instructions. For qPCR, SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) was used. The primer sequences used are listed in Additional file 1: Table S1. The relative quantification of gene expression was determined using the comparative Cq (ΔΔCq) method and represented as the Log_2_ fold change.

### Efferocytosis Assay

In vitro efferocytosis assay was performed according to a previously described protocol with minor modifications [23]. Jurkat T cells were exposed to UV irradiation (254 nm) for 30 min and incubated in complete RPMI media supplemented with 10% FBS for 2 h to induce early apoptosis. Apoptotic Jurkat T cells were then labeled with Phrodo™ Red, succinimidyl ester (P36600, Thermo Scientific) for 1 h according to the manufacturer’s protocol. Labeled-apoptotic Jurkat T cells (1 × 10^6^ cells) were treated with recombinant adiponectin (HY-P7129, MedChemExpress) or A549 conditioned media treated with (CM^+ ISM1^) or without rISM1 (CM^− ISM1^) for 1 h and then added to MH-S cells at a 1:10 ratio (Jurkat: MH-S) in Opti-MEM I reduced serum medium. The serum-free condition was used to nullify the contribution of adiponectin in serum. Efferocytosis was detected and measured using the IncuCyte ZOOM live cell imaging system (Sartorius) [24]. ISM1-induced adiponectin in A549 conditioned media was then neutralized using an anti-human adiponectin/Acrp30 polyclonal antibody (AF1065, RnD Systems) prior to the efferocytosis assay. In some experiments, apoptotic Jurkat T cells were labeled with CellTracker™ Green CMFDA (5-chloromethyl fluorescein diacetate) (Invitrogen). Quantifications were carried out using six microscopic fields per well, and efferocytosis capacity was expressed as a percentage of cells containing fluorescent-labeled apoptotic bodies over the total number of MH-S cells in the field.

In vivo efferocytosis assay was performed as described earlier [25]. Briefly, Phrodo™ Red-labeled early apoptotic Jurkat T cells were instilled into WT and *ISM1*^*−/−*^ mouse lungs via intratracheal delivery. BALF was collected 90 min after the mouse had woken up from anesthesia while dosing with the apoptotic cells. The macrophage population in the BALF was stained with FITC-conjugated CD68 antibody (Clone FA-11, Biolegend). Efferocytosis capacity was assessed by flow cytometry, where CD68-Phrodo double-positive cells were identified as phagocytotic macrophages.

### Statistical analysis

Results are presented as the mean ± SD. Data were analyzed with Student’s t test or one-way ANOVA, followed by a post hoc multiple comparison test with GraphPad Prism version 9 software. Error bars represent the standard deviation of the mean. A *P*-value < 0.05 was considered statistically significant. The levels of statistical significance were denoted at *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and *n.s.* non-significant.

## Results

### ISM1 is downregulated in Asthma

To explore the potential role of ISM1 in asthma, we conducted an analysis of human RNA-Seq data from the Genotype-Tissue Expression B37 and B38_GC33 projects using Ingenuity Pathway Analysis (IPA) (OmicsSoft, Qiagen). While *ISM1* expression has a bimodal distribution in the human population (Fig. 1A and Additional file 1: Table S2), we observed consistent downregulation of ISM1 expression in asthma with a unimodal distribution (Additional file 2: Fig. S1). To determine whether *Ism1* expression follows a similar trend in mouse allergic-like airway/lung inflammation, we induced acute eosinophilic asthma with a clinically relevant house dust mite (HDM, *Dermatophagoides pteronyssinus*) allergen (Fig. 1B) [26]. HDM-challenged mice showed massive eosinophil infiltration into the airway, a pathological hallmark of the main type of human asthma (Fig. 1, C, D). Our results indicate that *Ism1* mRNA expression is significantly downregulated in HDM-challenged C57BL/6J mouse lungs, while ISM1 protein is significantly reduced in BALF (Fig. 1, E, F).

**Fig. 1:**
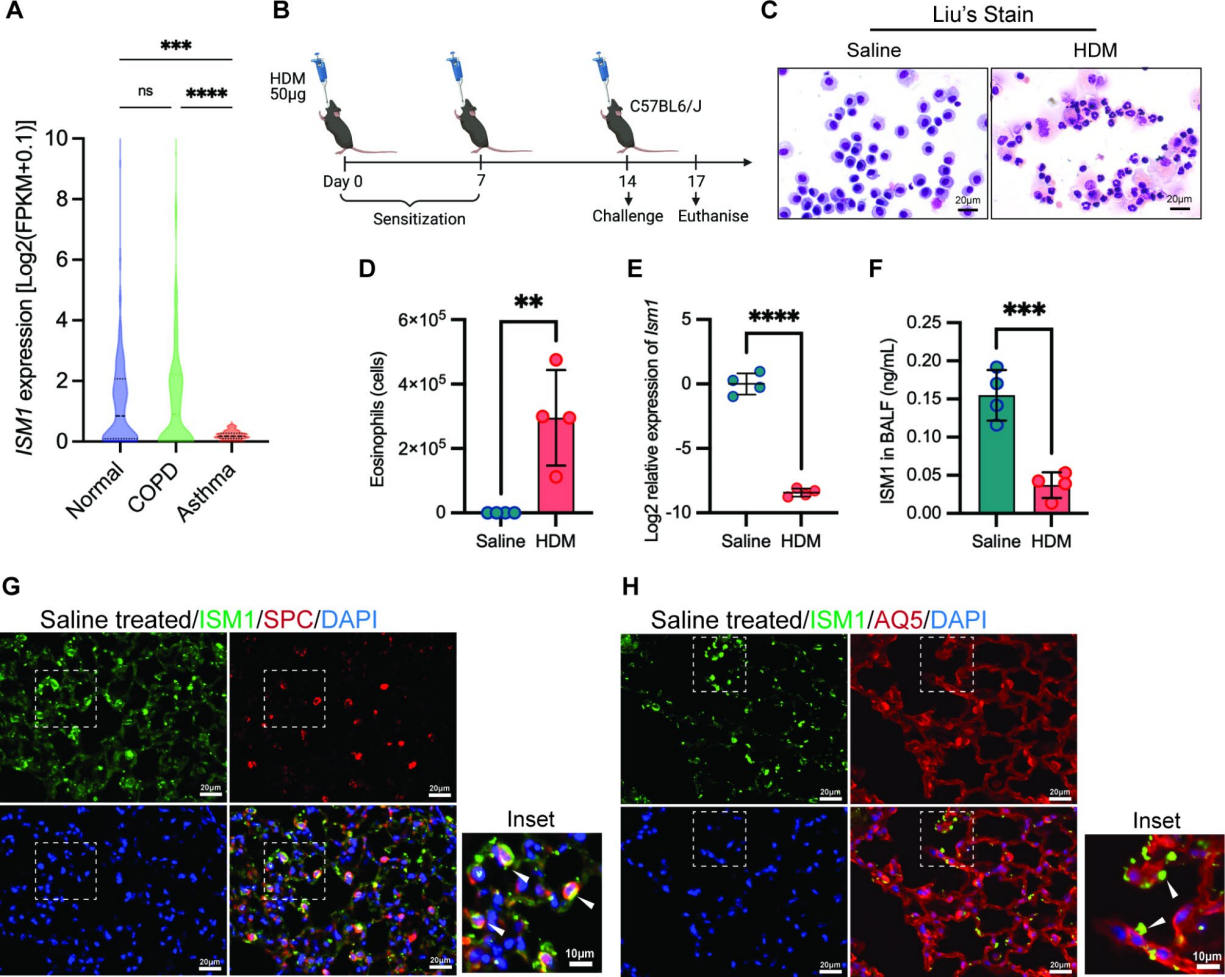
ISM1 expression is downregulated under asthmatic conditions. **(A)** *ISM1* expression in human lung tissue. RNA-Seq data were obtained and analyzed from the public databases Genotype-Tissue Expression B37 and B38_GC33 projects using Ingenuity Pathway Analysis software (OmicsSoft, Qiagen). **(B)** Timeline for allergen exposure in the HDM-induced allergic asthma mouse model (n = 4). **(C)** Representative photomicrographs of Liu’s staining of BALF cells showing eosinophil predominance in the HDM-sensitized mouse lungs. Bars = 20 µm. **(D)** Quantification of eosinophils in the HDM-sensitized mouse lungs by flow cytometry. **(E)** Validation of *Ism1* gene expression by qRT-PCR in HDM-challenged mouse lungs compared to the saline control group. **(F)** Secreted ISM1 levels in BALF measured by sandwich ELISA. **(G)** Immunofluorescence staining showing colocalization of ISM1 with surfactant protein C (SPC) marker in normal lung sections. **(H)** Expression of ISM1 appears in proximity to aquaporin 5 (AQ5) staining of normal lung sections. Bars = 20 µm and 10 µm (inset). Data are presented as the mean ± SD. **P < 0.01; ***P < 0.001; ****P < 0.0001; using Student’s t test. FPKM, fragments per kilobase of transcript per million mapped reads; HDM, house dust mite; BALF, bronchoalveolar lavage fluid; DAPI, 4’,6-diamidino-2-phenylindole

Previous studies have shown that ISM1 is expressed in mouse bronchial epithelium and AMs [7, 12, 13]. Here, we demonstrated that a considerable proportion of intracellular ISM1 colocalized with surfactant protein C (SPC), a marker for alveolar type 2 epithelial cells (AT2) and was in proximity to aquaporin 5 (AQ5), a marker for alveolar type 1 epithelial cells, in lung tissue (Fig. 1, G, H). These findings indicate that ISM1 expression is downregulated in asthma and that AT2 cells may be one of the cell types expressing ISM1.

### Allergic airway inflammation is heightened in *ISM1*^*−/−*^ mice

To investigate the role of ISM1 in allergic asthma, we conducted a study using HDM-induced allergic-like airway/lung inflammation in *ISM1*^*−/−*^ and wild-type (WT) mice. The sensitization of mice was performed by intratracheal administration of HDM extract on day 1, 7, and 14, as described previously (Fig. 2A) [26]. As a control, mice were administered an equal volume of saline. All mice were euthanized three days after the last sensitization, and samples (BALF, serum, and lung tissue) were collected for analysis. As shown in Fig. 2B, both total IgE and HDM-specific IgE levels in the sera were significantly higher in *ISM1*^*−/−*^ mice under HDM-induced allergic asthma than those of the WT mice.

**Fig. 2:**
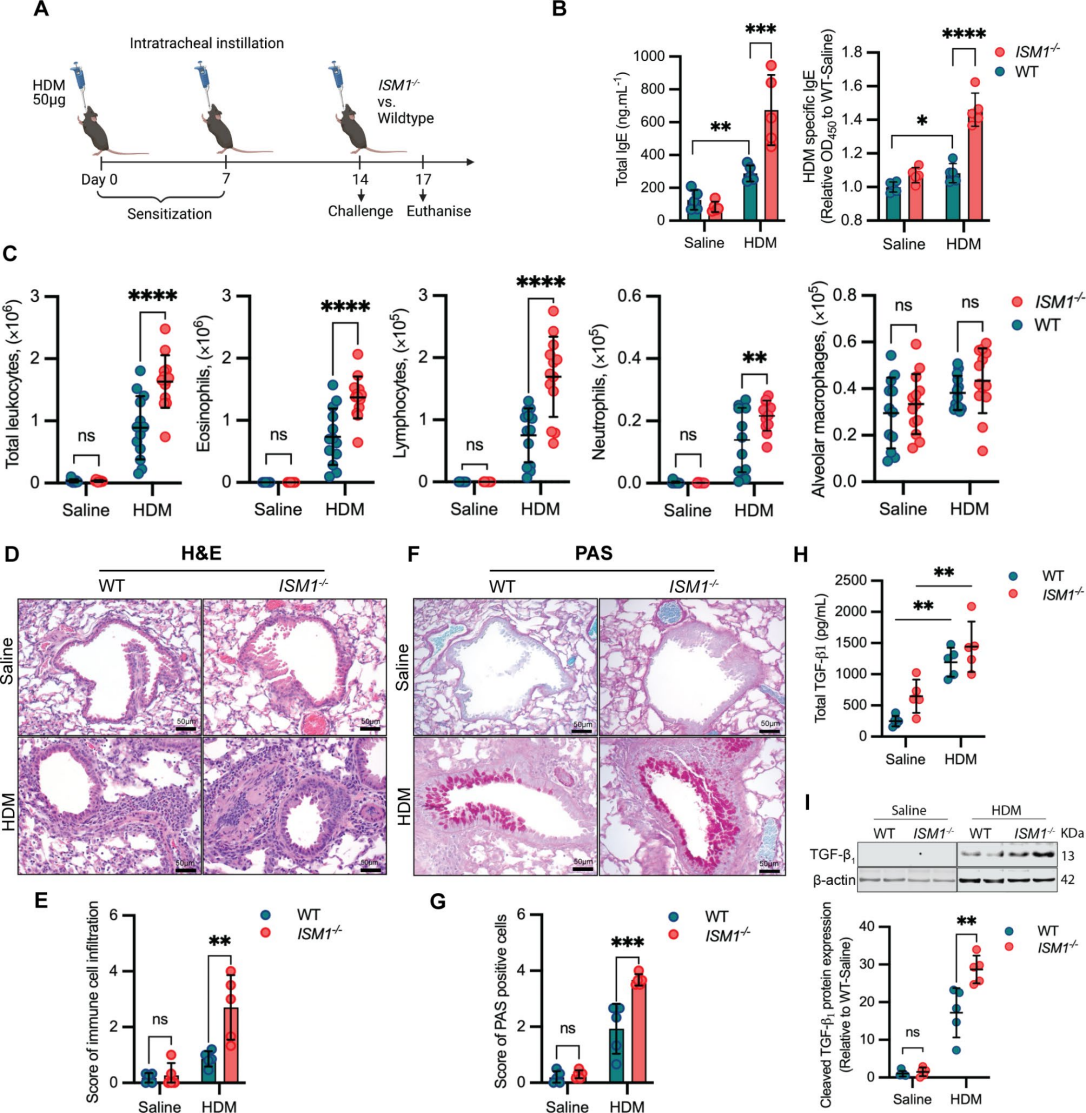
ISM1 deficiency exacerbates HDM-induced allergic asthma phenotypes. **(A)** Sensitization protocol of HDM-induced asthma in WT and *ISM1*^*−/−*^ mice. Animals were sensitized on days 0, 7, and 14 with 50 µg of HDM extract and euthanized on day 17. **(B)** Serum titer for total and HDM-specific IgE comparing WT (n = 6) and *ISM1*^*−/−*^ (n = 8) mice with or without HDM sensitization. **(C)** Cellular composition of BALF measured by flow cytometry (n = 13). **(D-E)** Representative photomicrographs of H&E staining of lung tissue sections along with the immune cell infiltration score between WT (n = 5) and *ISM1*^*−/−*^ (n = 5) mice with or without HDM sensitization. Bars = 50 μm. **(F-G)** Representative photomicrographs of PAS staining of the lung tissue section along with the PAS-positive cell score between WT (n = 5) and *ISM1*^*−/−*^ (n = 5) mice with or without HDM sensitization. Bars = 50 μm. **(H)** Total TGFβ_1_ levels in the BALF quantified using ELISA (n = 5). **(I)** Western blot analysis of cleaved TGFβ_1_ expression in lung tissues (n = 5). Data are presented as the mean ± SD. **P < 0.01; ***P < 0.001; ****P < 0.0001, using one-way ANOVA. H&E, hematoxylin and eosin; PAS, Periodic acid-Schiff, TGFβ_1_, transforming growth factor beta 1

Consistent with previous reports, after HDM challenge, eosinophils became the predominant cell type in the BALF of both *ISM1*^*−/−*^ and WT mice, indicating eosinophil-mediated airway inflammation (Fig. 2C). AMs were the predominant cells in the control mice of both groups (Additional file 3: Fig. S2, A, B). Notably, FACS analysis revealed a close to 2-fold increase in total infiltrating leukocytes, eosinophils, lymphocytes, and neutrophils in the BALF of *ISM1*^*−/−*^ mice compared with that of the WT mice under HDM challenge (Fig. 2C). This observation was further confirmed by Liu’s staining of BAL cells (Additional file 3: Fig. S2C). Additionally, HDM challenge activated AMs, as evidenced by their enlarged size (Additional file 3: Fig. 2C). Histological analyses of lung sections showed extensive infiltration of eosinophils and mononuclear inflammatory cells in the peribronchial and perivascular regions in both WT and *ISM1*^*−/−*^ mice (Fig. 2, D, E), concomitant with mucus hypersecretion, as shown by PAS staining (Fig. 2, F, G). These phenotypes were more pronounced in *ISM1*^*−/−*^ mouse lungs under HDM challenge. Notably, we observed spontaneous emphysema phenotype in *ISM1*^*−/−*^ mouse lungs consistent with our earlier findings (Additional file 3: Fig. S2D) [8, 13], suggesting that the pre-existence of lung inflammation in the absence of ISM1 could potentiate the airway response against the allergen. Consistent with our previous observations, the chronic lung inflammation phenotype under *Ism1* deficiency was milder in the C57BL/6J background, with the increase in AM number only obvious in a fraction of the mice (Fig. 2C). Nevertheless, the emphysema phenotype is consistent with that in *Ism1*^*−/−*^ FVB/N mice and has been attributed to more AMs being in the activated proinflammatory state [8, 13].

Transforming growth factor-beta 1 (TGFβ_1_), a major mediator of airway remodeling is linked with asthma severity [27]. Our results showed that the total TGFβ_1_ level in the BALF was significantly increased in both WT and *ISM1*^*−/−*^ mice upon HDM sensitization (Fig. 2H). Because TGFβ peptides are abundantly synthesized as inactive latent precursors, TGFβ activation is recognized as a critical step in the control of their bioactivity [28]. Hence, we investigated the expression of cleaved TGFβ_1_ in the lung lysates. Interestingly, we found that cleaved active TGFβ_1_ expression in the lung lysates was further elevated 1.6-fold in *ISM1*^*−/−*^ mice compared with WT mice (Fig. 2H). These data suggest that ISM1 plays a crucial role in inflammation suppression and immune regulation in the airway and lungs. ISM1 deficiency exacerbates the immune response and enhances airway remodeling in HDM-induced allergic airway inflammation.

### *ISM1*^*−/−*^ mice present altered cytokine/chemokine responses and airway hyperresponsiveness to HDM

To further investigate the impact of ISM1 deficiency on immune regulation, we measured cytokine and chemokine levels in BALF and lung lysates. Among the T_H_2 cytokines, IL-10 was significantly lower in *ISM1*^*−/−*^ mice upon HDM challenge, about 2-fold lower than that in HDM-challenged WT mice (Fig. 3A). Both IL-4 and IL-5, which are crucial in eosinophil recruitment and maturation, were similarly increased in the BALF of HDM-sensitized WT and *ISM1*^*−/−*^ mice compared to the saline control (Fig. 3A). IL-6 levels were also similarly stimulated, consistent with the infiltration of inflammatory cells such as macrophages and neutrophils upon HDM sensitization. However, the levels of IL-4, IL-5, and IL-6 did not differ between HDM-sensitized WT and *ISM1*^*−/−*^ mice. IL-13 levels were similar in both WT and *ISM1*^*−/−*^ mice, regardless of sensitization (Additional file 4: Fig. S3A).

**Fig. 3:**
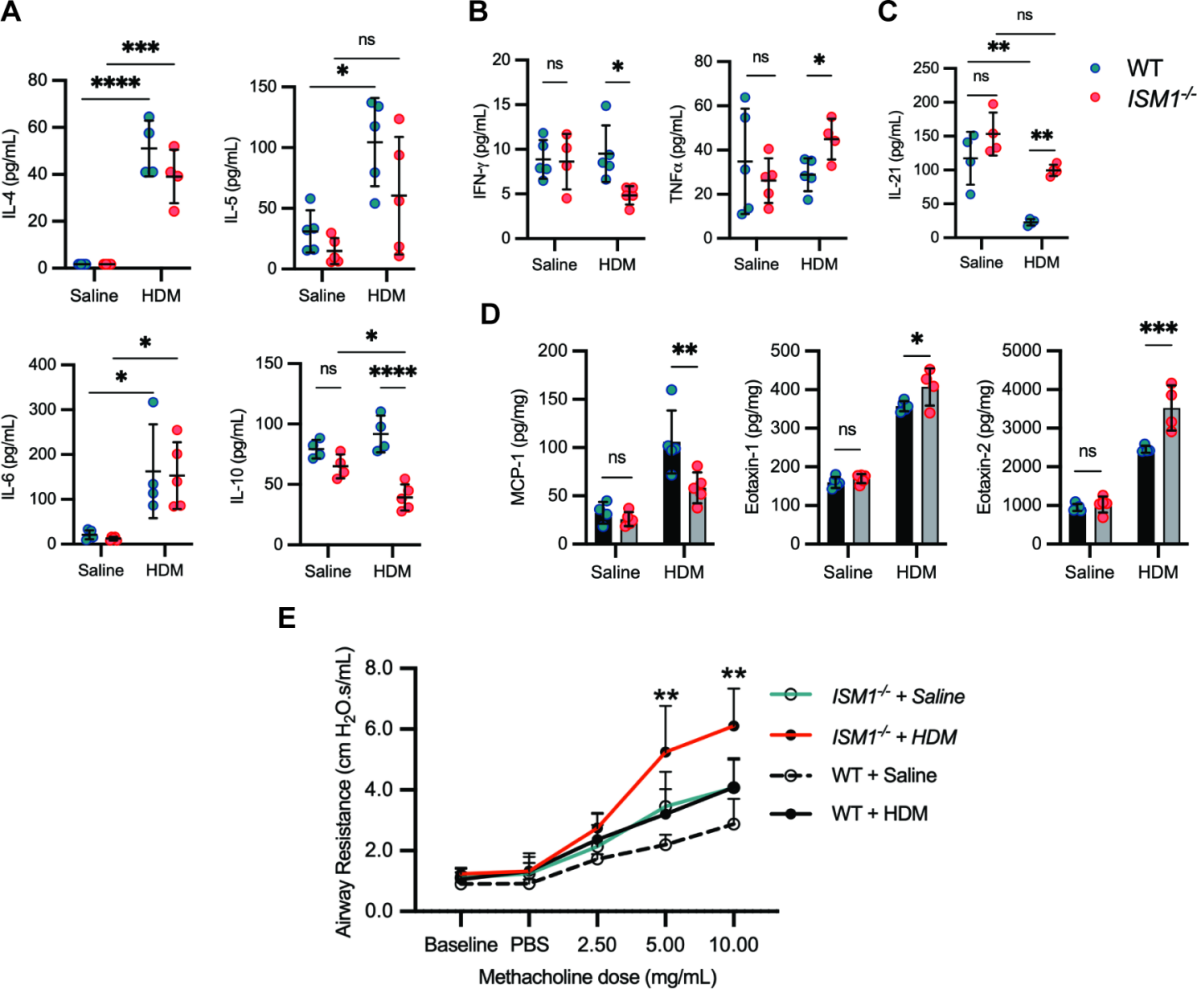
ISM1 deficiency exacerbates HDM-induced airway hyperresponsiveness. **(A)** Levels of T_H_2 cytokines in the BALF (n = 4–5). **(B)** Levels of T_H_1 cytokines in the BALF (n = 4–5). **(C)** Levels of T_H_17 cytokines in the BALF (n = 4–5). **(D)** Levels of chemokines in the lung tissue lysates (n = 4–5). Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, using one-way ANOVA. **(E)** Assessment of AHR in WT and *ISM1*^*−/−*^ mice with or without HDM sensitization. Airway resistance was measured in response to increasing concentrations of methacholine (0, 2.5, 5, and 10 mg/mL) in PBS (n = 6). Data are presented as the mean ± SD. **P < 0.01, using two-way ANOVA. IL, interleukin; IFNγ, interferon-gamma; TNFα, tumor necrotic factor alpha; MCP-1, monocyte chemoattractant protein 1, PBS, phosphate-buffered saline

In HDM-sensitized *ISM1*^*−/−*^ mice, IFNγ, a pro-resolution T_H_1 cytokine [29], was significantly decreased, while TNFα levels were slightly increased (Fig. 3B). Although statistically insignificant, the levels of other T_H_1 cytokines such as IL-1β, IL-2, and IL-12p70, were also lower in sensitized *ISM1*^*−/−*^ mice (Additional file 4: Fig. S3B). IL-21, which is highly produced by T_H_17 cells and has been reported to promote apoptosis of Treg cells and inhibit the development of IFNγ-producing T_H_1 cells in allergic airway inflammation [30–32], was significantly reduced upon HDM challenge in WT mice but remained relatively high in the BALF of HDM-sensitized *ISM1*^*−/−*^ mice (Fig. 3C). No difference was observed in the level of IL-17 A, a cytokine implicated in neutrophilic asthma [33] (Additional file 4: Fig. S3C).

The effect of ISM1 deficiency on chemokines was also investigated. Monocyte chemoattractant protein 1 (MCP-1/CCL2), which is involved in neutrophil and macrophage recruitment [34], was found to be reduced in the lung lysates of *ISM1*^*−/−*^ mice, indicating that ISM1 deficiency does not specifically enhance neutrophilic asthma (Fig. 3D). Conversely, eotaxin-1 and eotaxin-2, which are potent eosinophil chemoattractants [35], were increased in the lung lysates of sensitized *ISM1*^*−/−*^ mice (Fig. 3D). Notably, HDM challenge also significantly increased the BALF levels of eotaxin-1 and eotaxin-2 (Additional file 4: Fig. S3D), although no further differences were observed between *ISM1*^*−/−*^ and WT mice. These findings indicate that ISM1 deficiency alters the levels of multiple cytokines/chemokines, which could influence airway inflammation.

Accordingly, our results showed that ISM1 deficiency significantly enhanced airway hyperresponsiveness (AHR), a pathological feature of asthma. Airway resistance (R_L_) and dynamic compliance (C_dyn_) were evaluated in response to increasing concentrations of methacholine in mechanically ventilated mice. The measurements were taken three days after the last sensitization with HDM or saline in both WT and *ISM1*^*−/−*^ mice. Airway resistance in both HDM-sensitized WT and *ISM1*^*−/−*^ mice was markedly increased in response to methacholine challenge compared with their respective saline controls (Fig. 3E). Importantly, HDM-challenged *ISM1*^*−/−*^ mice showed a significant enhancement in airway resistance compared with WT mice, with significant differences observed at 5 mg/mL and 10 mg/mL methacholine exposure. On the other hand, the dynamic compliance in WT and *ISM1*^*−/−*^ mice was reduced with increasing methacholine concentration (Additional file 4: Fig. S3E), although the impact of ISM1 on dynamic compliance was not as significant as that on airway resistance. The increased basal level AHR in *ISM1*^*−/−*^ mice (saline control) correlates with structural alterations of the trachea in these mice. The tracheas in *ISM1*^*−/−*^ mice were significantly shorter and exhibited abnormal cartilage ring organization and reduced alpha-smooth muscle area, while other cell types such as ciliated epithelial cells, club cells, and goblet cells were not altered (Additional file 5: Fig. S4, A-F). These data indicate that ISM1 plays an important role in the structural integrity of the trachea and in restraining the development of AHR. Moreover, HDM-challenged *ISM1*^*−/−*^ mice presented more heightened AHR to methacholine above saline levels than WT mice, indicating enhanced airway inflammation. These results are consistent with the anti-inflammatory role of ISM1 in allergic asthma, as ISM1 deficiency led to increased airway inflammation and hyperresponsiveness.

**Fig. 4:**
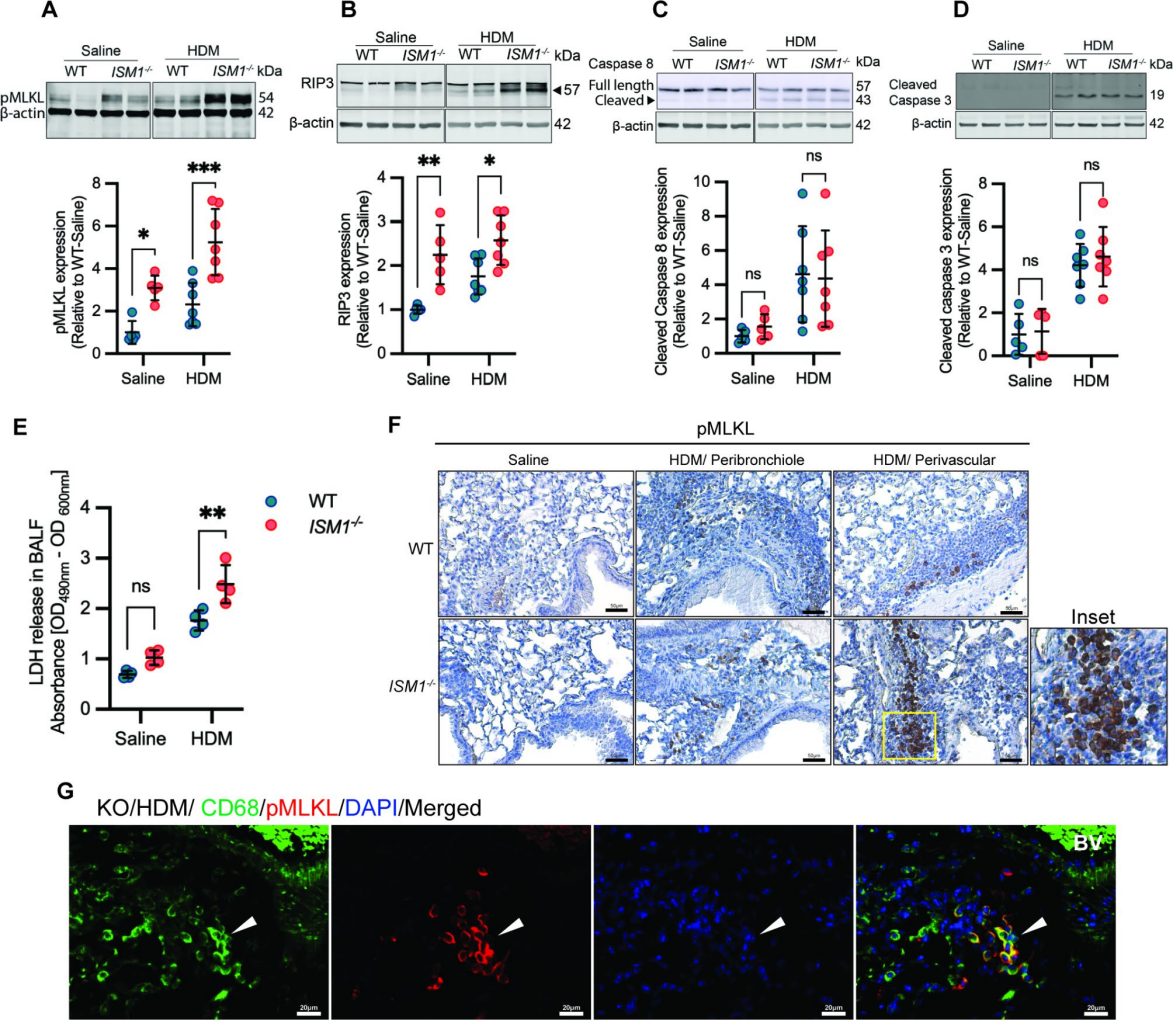
ISM1 regulates necroptosis in the lungs. **(A-D)** Representative Western blot analysis of **(A)** pMLKL, **(B)** RIP3, **(C)** cleaved caspase 8, and **(D)** cleaved caspase 3 protein expression in lung tissues comparing WT (n = 5) and *ISM1*^*−/−*^ (n = 7) mice with and without HDM sensitization. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001, using one-way ANOVA. **(E)** Release of pan-necrotic marker LDH in the BALF (n = 4). **(F)** Representative photomicrograph of immunohistochemical staining of lung tissue sections against pMLKL. Bars = 50 μm. **(G)** Immunofluorescence staining of lung sections from HDM-challenged *ISM1*^*−/−*^ mice. Bars = 20 μm. (*White arrows*) Indicates colocalization between pMLKL and the AM marker CD68. **(H)** rISM1 regulates pMLKL expression in MH-S cells. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ****P < 0.0001, using one-way ANOVA. pMLKL, phosphorylated mixed lineage kinase domain-like protein; RIP, receptor-interacting protein 3; LDH, lactate dehydrogenase, Nec1, necrostatin 1

### ISM1 deficiency led to heightened lung inflammation and necroptosis

We next explored how ISM1 deficiency could lead to higher inflammation. Previously, we reported that ISM1 deficiency reduced AM apoptosis in the lungs with a concomitant increase in TNFα and inflammation [13]. Necroptosis is the lytic form of regulated cell death that can trigger inflammation. Therefore, we examined whether HDM extract could trigger a higher level of necroptosis in *ISM1*^*−/−*^ lungs, contributing to enhanced lung inflammation.

Western blot analysis revealed a significant increase in the expression of necroptosis markers, such as phosphorylated mixed lineage kinase domain-like protein (pMLKL) and receptor-interacting serine/threonine-protein kinase 3 (RIPK3), in the lungs of *ISM1*^*−/−*^ mice under basal (saline-treated) and HDM-treatment conditions. In particular, the levels of pMLKL and RIPK3 were significantly higher in *ISM1*^*−/−*^ lungs under HDM challenge than in the WT lungs (Fig. 4, A, B). However, there was no difference in caspase-8 and cleaved caspase-3 levels between *ISM1*^*−/−*^ and WT lungs under HDM challenge (Fig. 4, C, D). Lactate dehydrogenase (LDH) levels in the BALF of HDM-challenged *ISM1*^*−/−*^ mice were also significantly increased, supporting heightened necrosis (Fig. 4E). Immunohistochemical staining showed increased pMLKL^+^ macrophage-like cells in peribronchial and perivascular regions of HDM-challenged *ISM1*^*−/−*^ lungs (Fig. 4F). Consistently, immunofluorescence staining demonstrated colocalization of pMLKL with some CD68^+^ macrophages but not with AQ5^+^ (AT1) and SP-C^+^ (AT2) alveolar epithelial cells (Fig. 4G and Additional file 6: Fig. S5). These findings suggest that ISM1 deficiency led to heightened necroptosis in the lungs under HDM challenge, particularly in macrophage-like cells.

**Fig. 5:**
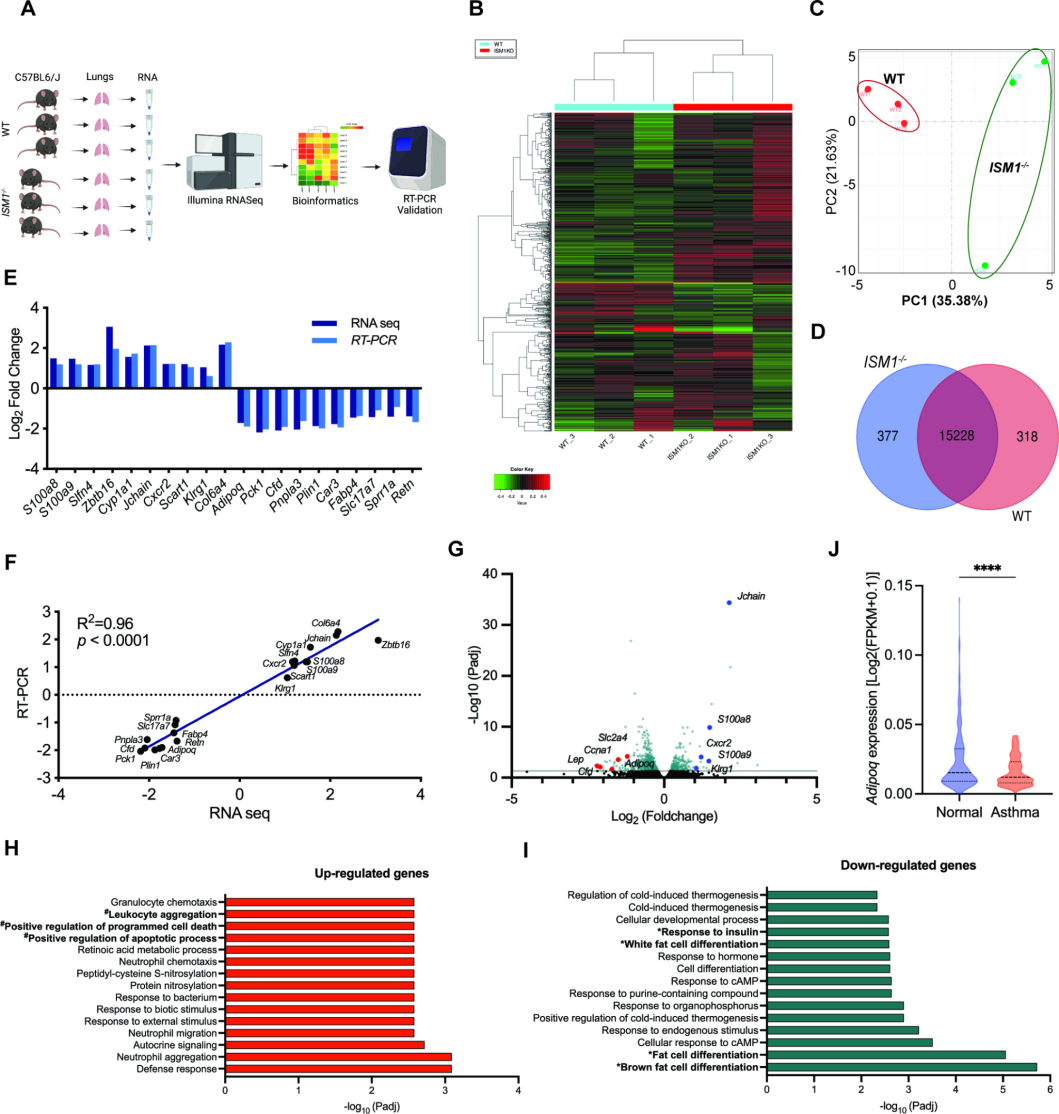
RNASeq analysis comparing WT and *ISM1*^*−/−*^ lungs at 2 months old. Immune-related gene set enriched in *ISM1*^*−/−*^ lungs suggests that *ISM1*^*−/−*^ mice are more prone to allergen-triggered immune responses. **(A)** Illustration of the RNASeq protocol. Total RNA was isolated from both sides of the lung tissue. **(B)** Unsupervised hierarchical clustering. **(C)** Principal component analysis of gene expression shows a distinction between *ISM1*^*−/−*^ samples from the WT. **(D)** Venn diagram presenting the number of genes that are unique or co-expressed in WT and *ISM1*^*−/−*^. **(E)** Validation of selected DE genes by qPCR. **(F)** Correlation between RNA-Seq and RT-PCR gene expression (R^2^ = 0.96, *p* < 0.0001). **(G)** The volcano plot illustrates the differentially expressed genes for each comparison between WT and *ISM1*^*−/−*^ lungs. A cutoff of 0.05 adjusted P value and twofold changes were used. Some significant DE genes were annotated. **(H)** Enriched GO biological processes of up-regulated genes. **(I)** Enriched GO biological processes of down-regulated genes. All the terms shown are enriched in *ISM1*^*−/−*^ lungs. **(J)***Adipoq* expression comparing normal and asthmatic human lungs. RNA-Seq data were obtained and analyzed from the public databases Genotype-Tissue Expression B37 and B38_GC33 projects using Ingenuity Pathway Analysis software (OmicsSoft, Qiagen)

### RNA-Seq analysis revealed an altered transcriptome in *ISM1*^*−/−*^ lungs

We conducted a comparative transcriptomic analysis of WT and *ISM1*^*−/−*^ mouse lung tissue at baseline to understand the mechanism of ISM1’s anti-inflammatory function in asthma (Fig. 5A). 

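Lungs of 3 WT and 3 *ISM1*-/- mice were collected at 2 months old and each mouse gave 1 library, so every value has n = 3 per genotype. The WT mice were purchased and the *ISM1*-/- mice were generated in-house, so genotype and source of the animals cannot be told apart in these libraries. RNA of perfused whole lungs was enriched for poly-A transcripts, made into strand-specific libraries, sequenced in read pairs and mapped by the authors to the mouse genome GRCm38 with STAR. The authors deposited the number of reads on each gene without normalization, and the same values as FPKM (counts scaled by library total and gene length). The text names neither the program that counted the reads nor whether it used the strand, so the counts of a gene that overlaps another gene are uncertain. The total counts were 37606133, 41497679 and 38563269 in the WT libraries and 42345042, 37913520 and 39639605 in the *ISM1*-/- libraries. Their median was 39101437 over the 6 libraries, beside the paper's stated sequence depth of 40 M reads per sample, and the values reported here use the totals of the counts. The 10 genes with the most counts took between 6.21% and 6.46% of the counts in the WT libraries and between 5.43% and 5.67% in the *ISM1*-/- libraries. Counts were scaled with edgeR's TMM normalization and given as CPM, and the genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The comparison covered the 18689 genes that reached 0.5 CPM in at least 1 library, and a gene was counted as differentially expressed with an adjusted p under 0.1 and at least a 2-fold change, which are the thresholds stated in the paper's results. The targeted gene itself, *Ism1* (ENSMUSG00000074766, chromosome 2, 139678178 to 139758581, forward strand), had 3098, 3215 and 2975 counts in the WT libraries and 2784, 2508 and 2953 counts in the libraries labelled *ISM1*-/-. This is 78.9 ± 2.88 CPM (SD, n = 3) in WT and 69.1 ± 5.72 CPM (SD, n = 3) in *ISM1*-/-, so the mean in *ISM1*-/- was 87.6% of that in WT. The log2 fold change of *Ism1* was −0.19 (standard error 0.0709, adjusted p = 0.217 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries labelled *ISM1*-/- thus kept *Ism1* transcript, and the genotype of each library rests on its label. With each library left out in turn, the log2 fold change of *Ism1* lay between −0.26 and −0.15, and its adjusted p from the same test was under 0.1 in 1 of the 6 fits.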

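The number of genes that enter the comparison depends on how low expression is defined. Asking for 0.5 CPM in at least 3 libraries, in place of 1, left 17631 genes, and asking for a mean above 2 CPM over the 6 libraries left 14456 genes. When each library was left out in turn and 0.5 CPM was asked for in at least 1 of the others, between 18533 and 18620 genes passed.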

Using iDEP.951 software, we filtered out lowly expressed genes (minimum count per million = 0.5 in at least 1 sample) from 54,532 genes in 6 samples, resulting in 18,689 genes passing the filter. We then transformed the read count data using the regularized logarithm (rlog) method for clustering analysis and principal component analysis (PCA). 

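Euclidean distances between libraries were computed on the rlog values of the 1000 genes with the largest standard deviation. The mean distance was 7.66 between WT libraries (4.96 to 9.16) and 7.07 between *ISM1*-/- libraries (5.97 to 8.16). Between the genotypes it was 10.1 (8.23 to 13.0), so the smallest distance between the genotypes was shorter than the largest distance within WT. The mean between genotypes exceeded the mean within them by 2.75 (two-sided exact permutation test over the 10 splits of the 6 libraries, p = 0.1, the smallest p that 3 libraries against 3 allow). On log2(CPM + 4) in place of rlog values, which moved this difference most, it was 4.77, on a different scale of values, and the exact permutation p was again 0.1. Average-linkage clustering divided into 2 clusters placed the 3 WT libraries in one and the 3 *ISM1*-/- libraries in the other, and divided into 3 clusters it set WT replicate 1 apart from the other two WT libraries.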

The hierarchical clustering of the top 1000 genes ranked by their standard deviation across all samples showed minimal variation among the biological replicates with each group (Fig. 5B). 

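The first principal component of the rlog values held 52.4% of the variance. The WT libraries lay at −6.15, −2.84 and −3.03 on it and the *ISM1*-/- libraries at 6.15, 3.85 and 2.03, without overlap (exact permutation test, p = 0.1). The second component held 22.0% of the variance and the genotypes overlapped on it (exact permutation p = 0.8). On this component WT replicate 1 lay at 4.81 and the other two WT libraries at −2.82 and −3.44. The third component held 12.9%, and *ISM1*-/- replicate 3 lay farthest from the others on it, at −4.62.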

The PCA plot also confirmed a distinguishable difference between the *ISM1*^*−/−*^ and the WT samples (Fig. 5C). Co-expression analysis revealed 377 genes uniquely expressed in *ISM1*^*−/−*^ lungs and 318 genes uniquely expressed in WT lungs (Fig. 5D). 

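With a gene taken as expressed in a genotype when its mean FPKM over the 3 libraries was above 1, the same counts of 377 and 318 genes were obtained from the deposited FPKM values, and 15233 genes were expressed in both genotypes. Many of these genes lay close to the threshold. The median FPKM in the genotype with the higher mean was 1.17. In 615 of the 695 genes expressed in 1 genotype only (88.5%), the mean of the other genotype was still above 0.5 FPKM, and in 2 genes it was 0. The difference between the genotypes was within 1 pooled SD in 242 of the 695 genes. All 3 libraries of one genotype lay above all 3 of the other in 122 of the genes expressed in *ISM1*-/- only and in 123 of those expressed in WT only. Of the 563 genes that also passed the filter on counts, 51 had an adjusted p under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a threshold of 0.5 FPKM the counts were 457 genes in *ISM1*-/- only and 427 in WT only.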

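edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 106 genes at least 2-fold changed with an adjusted p under 0.1, of which 53 were higher and 53 lower in the libraries labelled *ISM1*-/-. In each of these 106 genes, all 3 libraries of one genotype lay above all 3 of the other. Over all genes tested, 4037 (21.6%) were without overlap between the genotypes, where chance gives 10%. Without the fold-change minimum, 882 genes had an adjusted p under 0.1, of which 258 were higher and 624 lower, and this was the alternative that moved the number most. The DESeq2 Wald test on the same counts called 48 genes higher and 67 lower, and these included all 115 genes of the paper's Table S3. The calls of edgeR and DESeq2 shared 86 genes, 42 higher and 44 lower. All 115 genes of the table had the same direction in edgeR. Immunoglobulin gene segments made up 23 of the 53 higher genes and 1 of the 53 lower genes. The segment with the largest rise among genes with a mean of at least 1 CPM was *Ighv1-15* (ENSMUSG00000103254, chromosome 12, 114657353 to 114657786), which had 11, 6 and 8 counts in WT and 137, 25 and 96 counts in *ISM1*-/-, a log2 fold change of 3.30 (standard error 0.580, adjusted p = 0.0243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Igkv5-43* followed on chromosome 6 (69823355 to 69823943) with a log2 fold change of 2.94, and the constant-region gene *Igha* on chromosome 12 (113254830 to 113260236) with 2.19. Some variable segments can be similar in sequence to others, so reads could have been split between such segments and their single values are uncertain. Among the called genes with a mean of at least 1 CPM, the largest fall was that of *Sbk2* (chromosome 7, 4940512 to 4964406), at −2.24 (standard error 0.468, adjusted p = 0.0421 from the same test). It had 190 counts in WT replicate 1 against 56 and 82 in the other two WT libraries, and it overlaps *Ssc5d* on the other strand, which had a mean of 582 counts. Without WT replicate 1 the log2 fold change of *Sbk2* was −1.53, a smaller fall than that of *Tmem45b* in the same fit (−1.85). Its rank thus depends on that library. *Tmem45b* (chromosome 9, 31426196 to 31464462) fell by 2.06 on the log2 scale.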

With the DESeq2 R package, we identified 48 up-regulated and 67 down-regulated genes whose expression changed at least 2-fold in *ISM1*^*−/−*^ lungs using a threshold of false discovery rate (FDR) < 0.1 (additional file 1: Table S3). 

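Of the 20 genes shown in Fig. 5E, 10 were higher and 10 lower in the libraries labelled *ISM1*-/- in the RNA-Seq counts, and 19 passed an adjusted p of 0.1 and a 2-fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 20 passed an adjusted p of 0.1 when the adjustment covered this list alone, which the authors chose from these same data. *Zbtb16* (chromosome 9, 48654297 to 48836222) had the largest rise, with a log2 fold change of 3.05 (standard error 0.572, adjusted p = 0.0297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 874, 545 and 510 in WT and 2483, 2530 and 11147 in *ISM1*-/-, so the size of the rise depends on *ISM1*-/- replicate 3, and without that library the log2 fold change was 1.93. *Col6a4* rose by 2.16 (standard error 0.158) and *Cyp1a1* by 1.55 (standard error 0.193) on the log2 scale, both with an adjusted p under 0.1 in each of the 6 fits that left out 1 library. *Slfn4* rose by 1.16 (standard error 0.199), and *Cd163l1*, which the paper lists as *Scart1*, by 1.19 (standard error 0.279). Among the lower genes, *Pnpla3* had a log2 fold change of −2.04 (standard error 0.281), *Car3* of −1.78 (standard error 0.370), *Sprr1a* of −1.41 (standard error 0.322) and *Retn* of −1.39 (standard error 0.360). With each library left out in turn, the adjusted p of *Slfn4* and *Zbtb16* was under 0.1 in 5 of the 6 fits each, of *Pnpla3* in 6, of *Car3* and *Sprr1a* in 3 each, and of *Cd163l1* and *Retn* in 1 each. *Slc17a7* did not pass, at −1.43 (standard error 0.482, adjusted p = 0.172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its genotypes overlapped, with 221, 86 and 77 counts in WT and 32, 34 and 79 counts in *ISM1*-/-. The RT-PCR measurements were not analysed here.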

The expression of selected differentially expressed genes was validated with quantitative PCR (RT-PCR) (R^2^ = 0.96, p < 0.0001) (Fig. 5, E, F). The volcano plot illustrated the distribution of validated DE genes for each comparison between WT and *ISM1*^*−/−*^ lungs (Fig. 5G).

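All 10 genes labelled in Fig. 5G passed an adjusted p of 0.1 and a 2-fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none of them overlapped between the genotypes. *Jchain* (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891), which encodes the joining chain of IgA and IgM, was at 4.18 ± 0.268 CPM (SD, n = 3) in WT and 18.2 ± 3.94 CPM (SD, n = 3) in the libraries labelled *ISM1*-/-. Its log2 fold change was 2.13 (standard error 0.159, adjusted p = 0.00114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The chemokine receptor gene *Cxcr2* rose by 1.21 on the log2 scale (standard error 0.263, adjusted p = 0.0471 from the same edgeR test), with 102, 98 and 175 counts in WT against 364, 319 and 201 in *ISM1*-/-. *Klrg1* rose by 1.05 (standard error 0.278), close to the 2-fold minimum, and its adjusted p of 0.0898 in the edgeR test was the highest of the 10 genes. *Cxcr2* and *Klrg1* each kept an adjusted p under 0.1 in 2 of the 6 fits that left out 1 library. *Lep* (ENSMUSG00000059201, chromosome 6, 29060220 to 29073877), which encodes leptin, was lower, with 33, 31 and 37 counts in WT and 2, 7 and 13 counts in *ISM1*-/-. Its log2 fold change was −2.19 (standard error 0.482, adjusted p = 0.0484 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at counts this low 2 of the 6 fits that left out 1 library kept its adjusted p under 0.1.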

We conducted Gene Ontology (GO) and KEGG pathway analyses to understand the significance of our findings. 

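The 15 GO terms listed for the up-regulated genes in Table S4 rest on 13 genes. All 13 were higher in the libraries labelled *ISM1*-/-, with log2 fold changes from 1.05 to 3.05 and adjusted p values from 0.00114 to 0.0974 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none overlapped between the genotypes. The terms share their genes to a large extent. *S100a8* and *S100a9*, which encode the subunits of calprotectin and lie close to each other on chromosome 3, are both listed under 14 of the 15 terms and are the only genes of 5 of them, and *Cxcr2* is listed under 7.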

The upregulated genes in *ISM1*^*−/−*^ mice were associated with the GO regulation of innate immune systems and response to external stimuli (Fig. 5H and Additional file 1: Table S4), indicating airway hypersensitivity. In contrast, the downregulated genes were enriched in the GO cellular developmental process, fat cell differentiation, and response to endogenous stimulus (Fig. 5I and Additional file 1: Table S5). In addition, the PPAR signaling pathway, type II diabetes, adipocytokine signaling pathway, and AMPK signaling pathway were also enriched in the downregulated genes (Table 1). These findings align with a recent report that identified ISM1 as an adipokine [36]. 

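The 15 terms of Table S5 rest on 32 genes, all lower in the libraries labelled *ISM1*-/-, with log2 fold changes from −4.45 to −1.01. Of these, 19 passed an adjusted p of 0.1 and a 2-fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest adjusted p among the 32 was 0.217, and 27 did not overlap between the genotypes. *Adipoq* is listed under 14 of the 15 terms. *Ucp1*, the gene of the brown fat uncoupling protein, is listed under 9, and it did not pass. Others that did not pass included *Abcc8*, *Kcnj11* and *Rxrg* as well as *Nkx2-5*, *Synpo2l* and *Tbx20*, which are genes of heart muscle. In a list of 16 cardiomyocyte markers, all 16 had a lower mean in *ISM1*-/-, but the genotypes overlapped in the mean of the list. WT replicate 1 stood well above the other libraries, at a mean log2 CPM of 5.50 against 3.87 and 4.08 in the other two WT libraries, and the *ISM1*-/- libraries lay at 2.86, 3.38 and 3.89.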

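Of the 7 genes listed for the PPAR signaling pathway, 5 passed an adjusted p of 0.1 and a 2-fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as did 2 of the 4 listed for type II diabetes, 3 of the 4 for the adipocytokine pathway and all 4 for the AMPK pathway. *Plin1* (chromosome 7, 79720218 to 79732903), which encodes a protein of the lipid droplet of adipocytes, was at 14.6 ± 3.23 CPM (SD, n = 3) in WT and 3.97 ± 2.00 CPM (SD, n = 3) in the libraries labelled *ISM1*-/-. Its log2 fold change was −1.88 (standard error 0.287, adjusted p = 0.0163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pck1* (chromosome 2, 173153048 to 173159273) was at −2.19 (standard error 0.486, adjusted p = 0.0489 from the edgeR test), *Fabp4* (chromosome 3, 10204088 to 10208576) at −1.46 (standard error 0.283, adjusted p = 0.0327) and *Ccna1* (chromosome 3, 55045469 to 55055501) at −1.51 (standard error 0.256, adjusted p = 0.0219). The glucose transporter gene *Slc2a4* (chromosome 11, 69942539 to 69948188) was at −1.22 (standard error 0.265) and *Plin4* (chromosome 17, 56100591 to 56109803) at −1.06 (standard error 0.235), and the latter overlaps *Hdgfl2* on the other strand, which had a mean of 2594 counts. The adjusted p of *Plin1* in the edgeR test was under 0.1 in all 6 fits that left out 1 library, and that of *Ccna1* in 5. It was under 0.1 in 4 of these fits each for *Fabp4* and *Slc2a4*, and in 2 each for *Pck1* and *Plin4*. The log2 fold change of *Pck1* lay between −3.12 and −1.84 over them. *Ucp1*, *Rxrg*, *Kcnj11* and *Abcc8* did not pass the adjusted p of 0.1 in the fit of all 6 libraries. *Ucp1* had 232, 2 and 24 counts in WT and 5, 4 and 3 counts in *ISM1*-/-, and its log2 fold change of −4.45 (standard error 1.37, adjusted p = 0.139 from the edgeR test) rested on WT replicate 1 and was −1.68 without it. *Rxrg* was at −1.16 (adjusted p = 0.137), *Kcnj11* at −1.08 (adjusted p = 0.134) and *Abcc8* at −1.22 (adjusted p = 0.195) in the same edgeR test, and each of these 3 genes had its highest count in WT replicate 1.

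**Figure D1:**
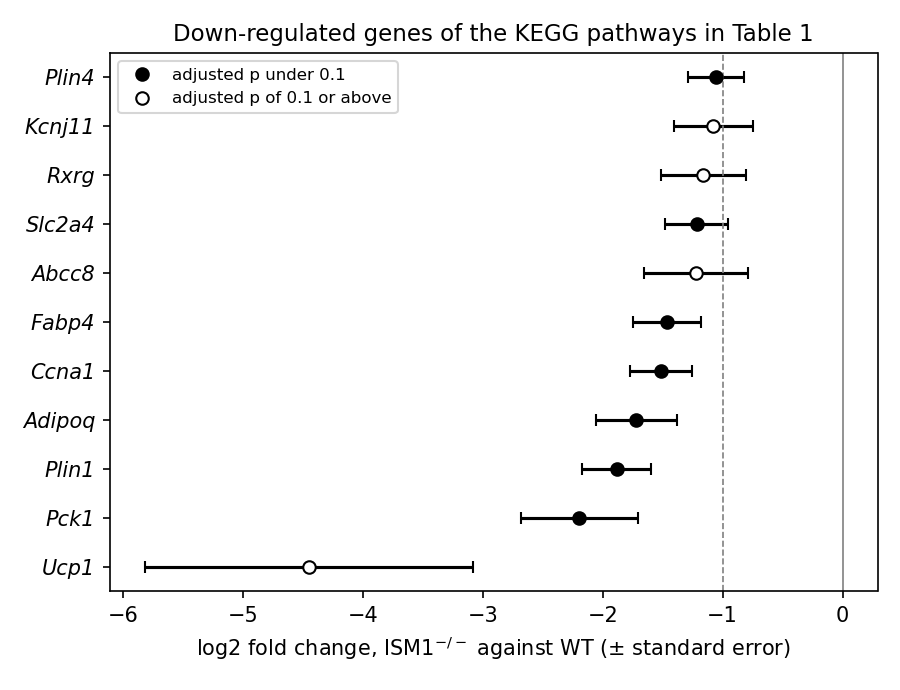
Log2 fold change, *ISM1*-/- against WT, of the 11 genes listed in Table 1 for pathways of down-regulated genes, from edgeR's quasi-likelihood fit of 3 libraries per genotype. Points give the estimate and bars its standard error, filled points have an adjusted p under 0.1, and the dashed line marks a 2-fold fall; all 11 estimates lie below it, from −4.45 for *Ucp1* to −1.06 for *Plin4*.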

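*Adipoq* (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028, forward strand), which encodes adiponectin, had 559, 433 and 462 counts in the WT libraries and 111, 82 and 254 counts in the libraries labelled *ISM1*-/-. This is 12.4 ± 2.23 CPM (SD, n = 3) in WT and 3.76 ± 2.39 CPM (SD, n = 3) in *ISM1*-/-, without overlap between the genotypes (two-sided exact permutation test on CPM, p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change was −1.72 (standard error 0.338, adjusted p = 0.0343 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cfd* (ENSMUSG00000061780, chromosome 10, 79890853 to 79892655), which encodes the adipokine adipsin, fell from 104 ± 17.3 CPM (SD, n = 3) to 24.3 ± 16.1 CPM (SD, n = 3), a log2 fold change of −2.10 (standard error 0.358, adjusted p = 0.0222 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ISM1*-/- replicate 3 had the highest value of its genotype for both genes. Other transcripts of adipocytes were lower as well. In a list of 25 adipocyte markers that includes *Adipoq*, 24 had a lower mean in *ISM1*-/-, with a median log2 fold change of −1.55, and the mean of the set was lower in every *ISM1*-/- library than in every WT library. The set did not pass in limma's camera test (adjusted p = 0.259), which compares it with other genes, and it passed in fry (adjusted p = 0.0254), which asks whether it changed at all. The 9 markers outside the paper's list of differentially expressed genes had a median of −0.35, but they are by selection those that changed least.

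**Figure D2:**
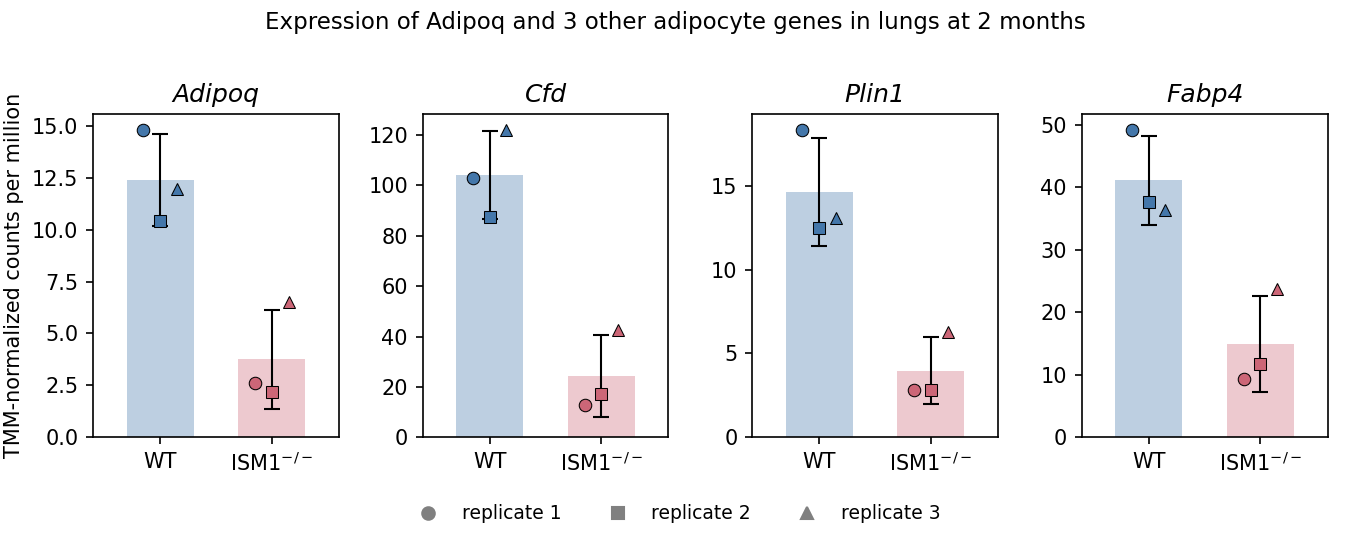
TMM-normalized CPM of *Adipoq*, *Cfd*, *Plin1* and *Fabp4* in each of the 3 WT and 3 *ISM1*-/- libraries, with marker shapes for the replicates and bars for the mean ± SD (n = 3 per genotype). *Adipoq* lies between 10.4 and 14.8 CPM in WT and between 2.16 and 6.51 CPM in *ISM1*-/-, and in each of the 4 genes *ISM1*-/- replicate 3 is the highest of its genotype and below every WT library.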

Notably, ISM1 deficiency led to a significant downregulation of adiponectin (*Adipoq*) in mouse lungs, and Ingenuity Pathway Analysis of human RNA-Seq data from public databases Genotype-Tissue Expression B37 and B38_GC33 projects also confirmed that adiponectin expression is reduced in human asthmatic lungs (Fig. 5J and Additional file 1: Table S6).

Adiponectin is a protein hormone mainly secreted by adipocytes that regulates lipid and glucose metabolism [37]. It also possesses anti-inflammatory properties and has been demonstrated to attenuate allergen-induced airway inflammation and hyperresponsiveness in mice [18, 19]. Notably, *Adipoq*^−/−^ mice also present spontaneous emphysema phenotype similar to *ISM1*^*−/−*^ mice in early adulthood [38]. Despite its potential therapeutic benefits, the precise role of adiponectin in human asthma has not been consistent [39]. Our findings here suggest that ISM1 may exert its anti-inflammatory function in allergic-like airway/lung inflammation via adiponectin regulation.

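The *Adipoq* difference kept its direction in each of the 6 fits that left out 1 library, with log2 fold changes from −2.37 to −1.45. Its adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.1 in 3 of these fits and lay between 0.00348 and 0.128 over the 6. At this point the paper reaches its proposal from the lower *Adipoq* transcript in *ISM1*-/- lungs. It sets this beside the anti-inflammatory properties reported for adiponectin in allergen-treated mice and the emphysema reported in *Adipoq*-/- mice. The human data that the paper adds to this line of reasoning were not analysed here. Its later evidence was not analysed either. That evidence covers adiponectin protein in lungs, adiponectin secretion by A549 cells given rISM1, and efferocytosis with adiponectin neutralized.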

**Table 1:** Enriched KEGG pathways in up-regulated and down-regulated genes

Pathways	P_adj_	Genes	Regulated direction
PPAR signaling pathway	1.63E-7	*Plin4 Rxrg Adipoq Pck1 Plin1 Ucp1 Fabp4*	Down
Type II diabetes mellitus	0.0003	*Slc2a4 Adipoq Abcc8 Kcnj11*	Down
Adipocytokine signaling pathway	0.0010	*Rxrg Slc2a4 Adipoq Pck1*	Down
AMPK signaling pathway	0.0070	*Slc2a4 Adipoq Pck1 Ccna1*	Down
IL-17 signaling pathway	0.0072	*S100a8 S100a9*	Up

### ISM1 stimulates adiponectin expression in lung AT2 cells

To investigate the potential influence of ISM1 on adiponectin expression, we conducted a comparison of adiponectin protein levels in lung lysates between *ISM1*^*−/−*^ mice and WT mice at the basal level. Indeed, our results indicate that ISM1 deficiency caused a significant 50% reduction in adiponectin expression in the lungs (Fig. 6A). Furthermore, in HDM-induced allergic-like airway/lung inflammation, where ISM1 is downregulated, we observed a significant reduction in adiponectin levels in BALF from both WT and *ISM1*^*−/−*^ mice (Fig. 6B). To determine the source of adiponectin secretion in the lungs, we performed immunofluorescence staining and found that adiponectin-positive cells colocalized with the SP-C marker, indicating that airway epithelial type 2 (AT2) cells are responsible for secreting adiponectin in the lungs (Fig. 6C). Additionally, we confirmed that adiponectin expression was not correlated with CD68 expression (Additional file 7: Fig. S6A), indicating that AMs are not the source of adiponectin. Moreover, our findings suggest that the regulatory role of ISM1 on adiponectin expression is specific to the lungs, as we observed no significant alterations in adiponectin expression in adipose tissues obtained from iWAT, gWAT, and BAT between WT and *ISM1*^*−/−*^ mice (Additional file 7: Fig. S6B).

**Fig. 6:**
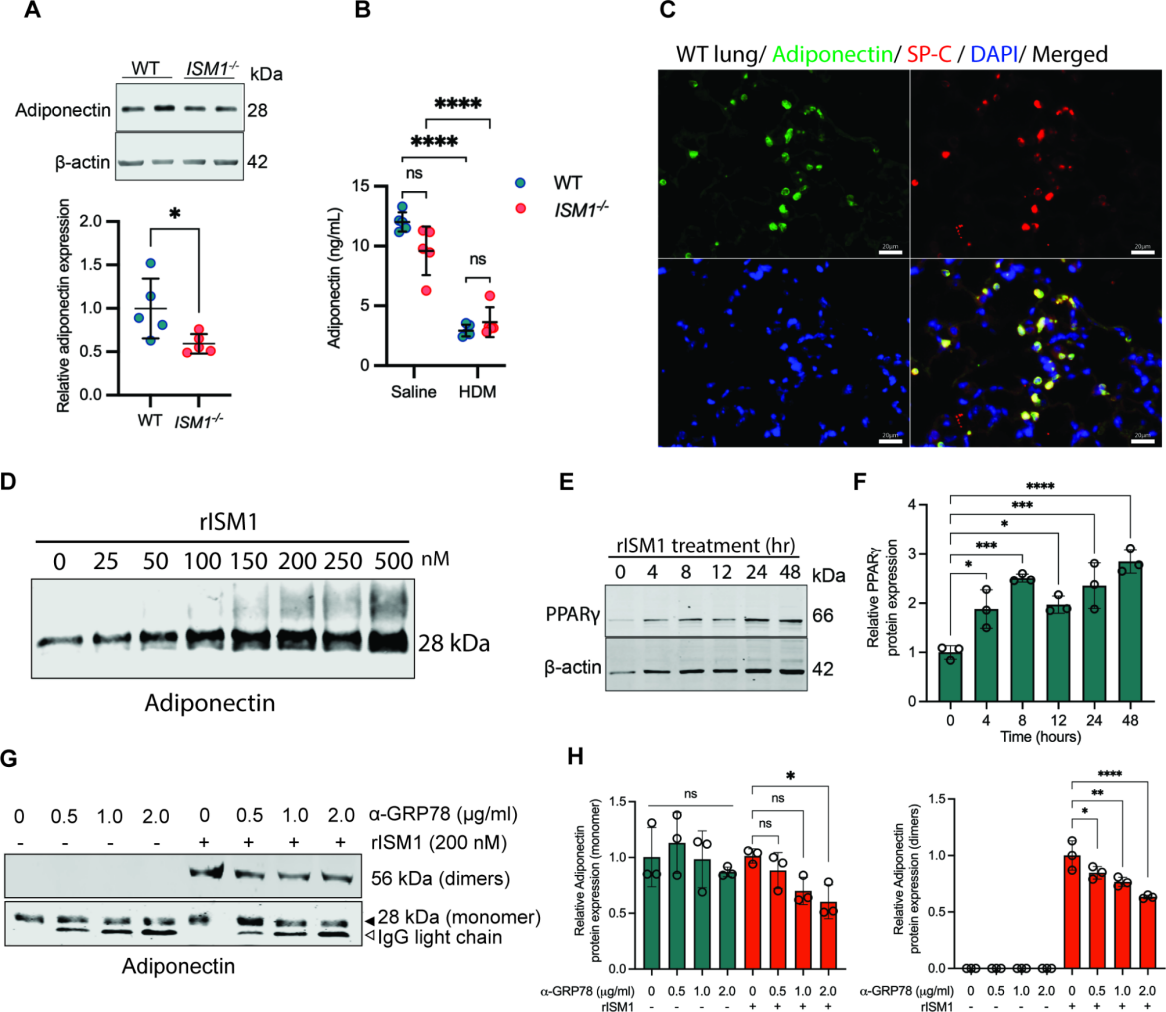
ISM1 regulates adiponectin expression in the lungs. **(A)** Relative adiponectin protein expression in lung lysates (n = 5). Data are presented as the mean ± SD. *P < 0.05, using Student’s t test. **(B)** Adiponectin level in the BALF of HDM-challenged mice compared with the saline control measured with ELISA (n = 5). Data are presented as the mean ± SD. ****P < 0.0001, using two-way ANOVA. **(C)** Immunofluorescence images showing colocalization between adiponectin and SP-C in WT lungs. Bars = 20 μm. **(D)** Adiponectin expression in conditioned media from A549 cells treated with different doses of rISM1. **(E-F)** PPARγ protein expression and quantification in A549 cell lysates post-treated with 200 nM of rISM1 measured at different time points. **(G-H)** Adiponectin expression and quantification in A549 conditioned media under 200 nM rISM1 with or without GRP78 antibody neutralization. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, using one-way ANOVA. SP-C, surfactant protein C; PPARγ, peroxisome proliferator-activated receptor gamma; GRP78, glucose-regulating protein 78

To confirm that ISM1 plays a role in stimulating adiponectin expression, we treated A549 cells (human AT2 cell line) with different doses of rISM1 and measured the release of adiponectin in the conditioned media. Our results revealed that adiponectin secretion in A549 cells was stimulated in a dose-dependent manner by ISM1 (Fig. 6D). Furthermore, we observed an increase in the expression of PPARγ, a key transcription factor for adiponectin, in A549 cells as early as 4 h post-treatment with rISM1 (Fig. 6, E, F) [40]. Previously, we identified two cell-surface receptors for ISM1, the high-affinity receptor cell surface GRP78 (csGRP78) and the low-affinity receptor integrin αvβ5 [11, 41]. Using antibody neutralization experiments, we demonstrated that blocking csGRP78 but not integrin αvβ5 reduces adiponectin secretion in A549 cells (Fig. 6, G, H and Additional file 7: Fig. S6C). Our findings suggest that ISM1 stimulates adiponectin expression in lung AT2 cells by partially functioning through csGRP78 and involving downstream PPARγ signaling pathways. Overall, our results provide insights into the mechanism by which ISM1 regulates adiponectin expression in the lungs.

### Intratracheal delivery of rISM1 suppresses allergic Asthma inflammation in mice

To determine whether airway delivery of exogenous rISM1 could have a therapeutic effect on allergic asthma inflammation, we expressed and purified mouse rISM1 from CHO cells. Our purified 70 kDa rISM1 was shown to be proapoptotic on thapsigargin-pretreated MH-S cells, consistent with our earlier report using *E. coli*-derived rISM1 (Additional file 8: Fig. S7, A-C) [13]. We then intratracheally administered either CHO-derived rISM1 or vehicle to both *ISM1*^*−/−*^ and WT mice in the HDM-induced allergic asthma model (Fig. 7A). Our results showed that airway administration of rISM1 significantly reduced HDM-induced total leukocyte and eosinophil numbers in BALF compared to the vehicle control. Although HDM-induced allergic-like airway/lung inflammation presented increased neutrophils and lymphocytes in both WT and *ISM1*^*−/−*^ lungs, it did not further increase AMs in *ISM1*^*−/−*^ mice, which already had a higher basal level without HDM [13]. Nevertheless, airway delivery of rISM1 resulted in a trend of reduction in all these cell types in both WT and *ISM1*^*−/−*^ mice, even though some of the reductions were not statistically significant (Fig. 7B).

**Fig. 7:**
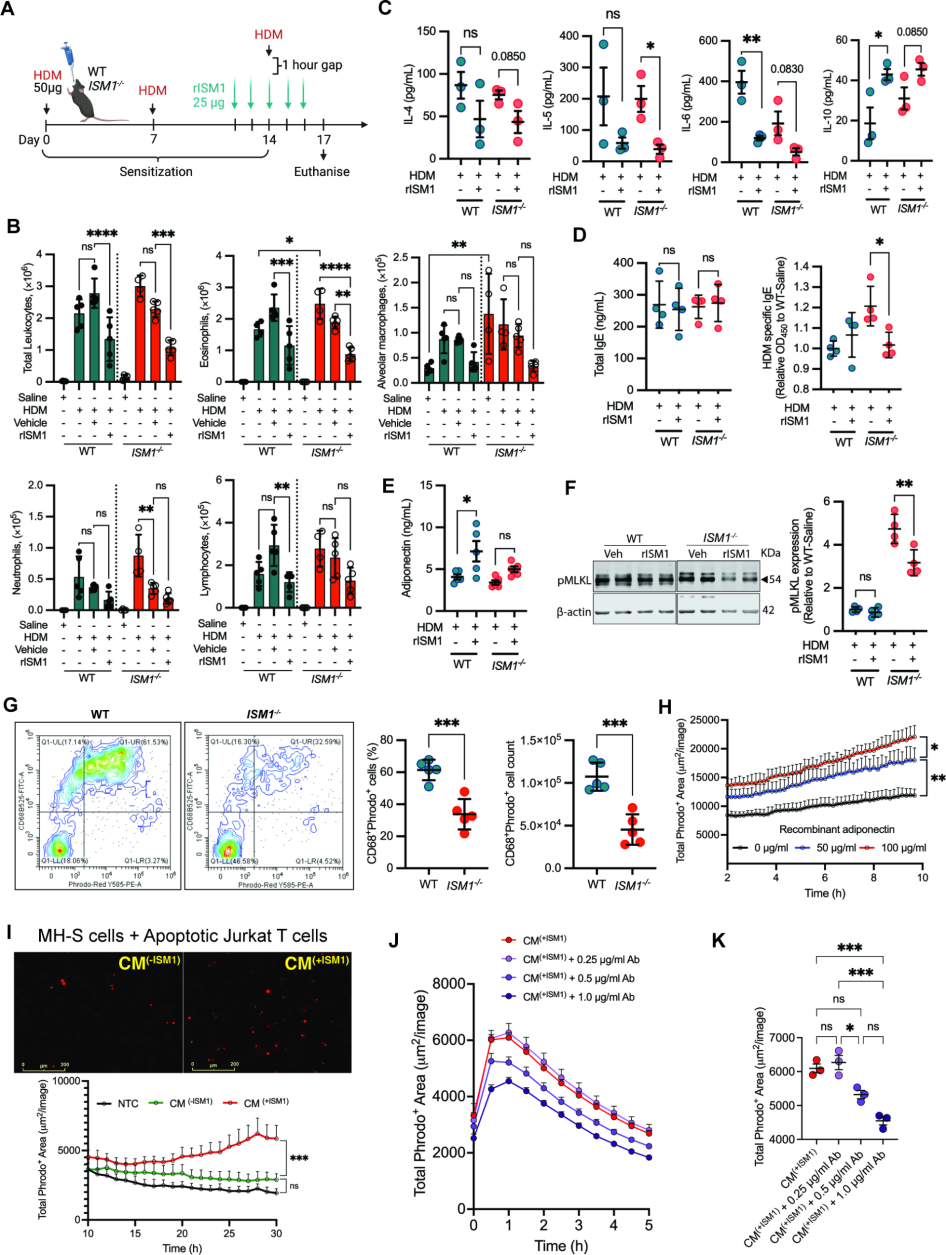
Asthma exacerbation is alleviated upon exogenous recombinant ISM1 supplementation. **(A)** Illustration of the HDM sensitization and rISM1 supplementation protocols. **(B)** Flow cytometry analysis of the immune cell composition in BALF comparing sensitized and non-sensitized controls (n = 4), vehicle-treated, and rISM1-treated groups (n = 5). **(C)** The amount of IL4, IL5, IL6, and IL10 cytokines in BALF (n = 3). **(D)** Serum titer of total and HDM-specific IgE comparing WT and *ISM1*^*−/−*^ mice with or without rISM1 supplementation (n = 4). **(E)** Adiponectin levels in BALF (n = 5). **(F)** Representative western blot analysis of pMLKL expression in lung tissues post-rISM1 treatment (n = 4). **(G)** Efferocytosis of UV-irradiated Jurkat T cells by alveolar macrophages in vivo (n = 5). The CD68-Phrodo red double positive population was efferocytotic AMs. Data are presented as the mean ± SD. ***P < 0.001, using Student’s t test. **(H)** Recombinant adiponectin enhanced MH-S efferocytosis of UV-irradiated Jurkat T cells measured using Phrodo-red dye. **(I)** rISM1-induced adiponectin in conditioned media (CM) promotes efferocytosis of UV-irradiated Jurkat T cells by MH-S cells. **(J)** The effect of antibody neutralization of ISM1-induced adiponectin on MH-S efferocytosis. The experiment was repeated three times independently. **(K)** Total Phrodo^+^ area quantified at 1 h after apoptotic Jurkat T cells were introduced to MH-S cells. Data are presented as the mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, using one-way ANOVA.

Furthermore, the levels of IL-4, IL-5, and IL-6 all showed a trend of reduction in BALF in both WT and *ISM1*^*−/−*^ lungs after rISM1 administration, albeit the changes in IL-4 were not statistically significant. In contrast, IL-10 showed a trend of upregulation in the rISM1-treated groups (Fig. 7C). The BALF levels of TNFα and IL-21, which were significantly higher in *ISM1*^*−/−*^ mice upon HDM challenge (Fig. 3, B, C), did not show a difference post-rISM1 treatment (Additional file 9: Fig. S8A). In addition, a significant reduction in HDM-specific IgE but not total IgE levels was observed upon rISM1 treatment (Fig. 7D). Importantly, BALF adiponectin levels were significantly increased in the WT lungs after rISM1 treatment, while a mild increase was also observed in *ISM1*^*−/−*^ lungs (Fig. 7E). Moreover, the necroptotic marker pMLKL was significantly reduced in *ISM1*^*−/−*^ lungs after rISM1 treatment (Fig. 7F). Altogether, these data indicate that airway-delivered exogenous rISM1 can effectively suppress inflammation in HDM-triggered allergic asthma.

HDM-induced allergic asthma in mice is a well-established model closely resembling the eosinophil-dominant Th2 type of allergic asthma seen in humans [42, 43]. Eosinophils have a short lifespan of about 3–4 days before they undergo apoptosis and are cleared by AMs [44, 45]. Delayed clearance of apoptotic cells could lead to secondary necrosis and further release of pro-inflammatory cytokines that could accelerate inflammation [45]. Macrophages are primarily responsible for clearing apoptotic cells through efferocytosis, which plays an important role in inflammation resolution [45, 46]. Adiponectin has been shown to enhance macrophage efferocytosis by opsonizing early apoptotic cells by binding to membrane phospholipids [20, 47]. Given that *ISM1*^*−/−*^ lungs have reduced adiponectin levels, it is reasonable to suggest that low adiponectin may delay the clearance of dead eosinophils by AMs, leading to increased necroptosis and the release of more proinflammatory cytokines, resulting in more severe inflammation.

To investigate whether ISM1 promotes macrophage efferocytosis by stimulating adiponectin production in vivo, we instilled UV-irradiated early apoptotic Jurkat T cells labeled with pHrodo-red into the mouse airway via intratracheal delivery. BAL cells were collected 90 min after the mouse had awakened from anesthesia. Co-expression of the pHrodo-red signal on CD68^+^ cells in the BALF was analyzed using flow cytometry. In the BALF, the majority of CD68^hi^ cells representing alveolar macrophages also expressed CD11c and Siglec F [48, 49]. Although monocytes and dendritic cells also express CD68, our data showed that HDM sensitization did not increase BALF macrophage number (Fig. 2). Hence, the contribution of monocytes in this disease model is negligible. In addition, the number of dendritic cells in the BALF is also known to be very low [50, 51]. Thus, most likely the increased pHrodo-red dye signal in the acidic pH environment of phagosomes of AMs indicates the engulfment of apoptotic cells by AMs, i.e., efferocytosis. Our results showed that *ISM1*^*−/−*^ lungs had significantly reduced CD68^+^pHrodo-red^+^ cells compared to WT lungs, indicating that ISM1 deficiency hampered AM efferocytosis of apoptotic cells (Fig. 7G and Additional file 9: Fig. S8B).

To confirm whether the reduced AM efferocytosis under ISM1 deficiency is due to reduced adiponectin in *ISM1*^*−/−*^ lungs, we pre-incubated apoptotic Jurkat cells with recombinant adiponectin before mixing them with mouse MH-S AMs in vitro. Adiponectin dose-dependently enhanced AM phagocytosis (Fig. 7H). Furthermore, to demonstrate that ISM1-induced adiponectin production enhances efferocytosis, we pre-incubated apoptotic Jurkat T cells with conditioned media (CM) from ISM1-treated A549 cells (CM^(+ISM1)^) or control A549 cells (CM^(−ISM1)^). Our results showed that CM^(+ISM1)^ but not CM^(−ISM1)^ significantly enhanced AM efferocytosis (Fig. 7I and Additional file 9: Fig. S8C, D). In contrast, antibody neutralization of adiponectin secreted in CM^(+ISM1)^ significantly reduced the capacity of MH-S cell efferocytosis in a dose-dependent manner (Fig. 7, J, K). These findings support the notion that ISM1 enhances AM efferocytosis by stimulating lung adiponectin production, facilitating the rapid clearance of apoptotic cells in the allergic airway, and hence prohibiting secondary necroptosis, which can cause further inflammation.

## Discussion

We demonstrated here for the first time the role of ISM1 in regulating airway inflammation in response to aeroallergens. ISM1 deficiency exacerbated HDM-induced AHR in mice, while intratracheal administration of rISM1 suppressed HDM-induced allergic-like airway/lung inflammation (Figs. 1, 2, 3 and 7). Moreover, we showed that *ISM1*^*−/−*^ lungs harbored significantly lower adiponectin, while rISM1 dose-dependently stimulated adiponectin secretion in cultured AT2 alveolar epithelial cells (Figs. 5 and 6). We demonstrated that ISM1-induced adiponectin acts as an opsonizing agent in enhancing AM efferocytosis of apoptotic cells both in vitro and in vivo. Reduced AM efferocytosis under ISM1 deficiency likely led to increased secondary necroptosis, resulting in more severe inflammation in *ISM1*^*−/−*^ mice in HDM-induced allergic asthma. Indeed, necroptosis in *ISM1*^*−/−*^ lungs under HDM challenge was significantly elevated, as demonstrated by upregulated pMLKL and RIP3 levels in lung lysates and increased LDH release in BALF. Immunofluorescence staining further revealed that at least some AMs were undergoing necroptosis. Overall, our findings reveal a novel anti-inflammatory mechanism in airways mediated through the ISM1-adiponectin signaling axis.

Importantly, we found that *Ism1* mRNA is consistently downregulated in allergic airways from both mice and humans through in silico analysis (Fig. 1). This observation aligns with the work of Roffel et al., who identified higher expression of miR-223-3p in asthma patients. This miRNA was predicted to negatively regulate ISM1 expression (Supplementary Table S3) [52]. The downregulation of ISM1 expression upon HDM sensitization shown by qRT-PCR in the present study validated the RNA sequencing data. Interestingly, in contrast to asthma conditions, our earlier study found that ISM1 expression was upregulated in an LPS-induced acute lung injury mouse model [53]. Similarly, ISM1 levels increased in the mouse bronchial epithelium following cigarette smoke exposure [13]. Notably, both LPS and cigarette smoke induce a T_H_1-biased inflammatory response primarily through the activation of TLR-4 and downstream NFκB signaling pathways. A recent study by Rivera-Torruco et al. reported an increase in ISM1^+^ lung hematopoietic progenitor cells during *P. aeruginosa* infection in mice, which is also a T_H_1-type inflammatory response [54]. In contrast, HDM sensitization is associated with a T_H_2-type inflammatory response. These data together suggest that different inflammatory disease models may impact ISM1 expression or ISM1 + cells differently.

We wish to point out that there was no significant increase in immune cell numbers in *ISM1*^*−/−*^ mice under saline challenge (Fig. 2C), although a less pronounced version of this phenotype was observed in a different set of experiments (Fig. 7B). In our initial observations, we reported that naïve *ISM1*^*−/−*^ lungs presented spontaneous low-grade inflammation with higher leukocyte numbers than WT lungs [8]. In addition to the possibility that saline instillation into the airway triggers a certain level of immune response, we would like to emphasize that the phenotype of higher leukocyte number appeared to be weaker in *ISM1*^*−/−*^ mice generated from the C57BL/6J background than in those generated from the FVB/N background [13]. Additionally, it is crucial to acknowledge that phenotypes can diminish over time due to possible adaptation through prolonged and repeated breeding in mice. Nevertheless, we demonstrated that ISM1-deficient mice displayed an enhanced inflammatory response following HDM challenge (Fig. 2). These results align with our earlier report indicating that ISM1 deficiency intensified acute lung inflammation in response to LPS challenge, and the inflammatory phenotypes were reversed by exogenous supplementation of rISM1 [8]. Collectively, these findings suggest that ISM1 may be critical in limiting airway inflammation in asthma.

Compared with WT mice, *ISM1*^*−/−*^ mice exhibited higher levels of serum IgE upon HDM challenge but similar levels of IL-4, IL-5, and IL-13 (Fig. 2B A). These discrepancies could be due to the T_H_1 leaning immune responses of the C57BL/6 strain as compared to BALB/c, a more commonly used strain for asthma studies with T_H_2-prone immune responses [55, 56]. In addition, the time of cytokine detection could also be a contributing factor. It has been shown that T_H_2 cytokines peak at 2 weeks post-HDM challenge and subside from 3 weeks onward, although AHR persists [57]. Furthermore, the production and regulation of IgE antibodies involve multiple factors and complex interactions involving various cytokines and cellular signaling pathways. According to a previous study, while IgE synthesis exhibited a positive correlation with the concentration of IL-4 and IL-13, a robust inverse correlation was also observed between the amount of IgE produced and the concentration of IFNγ, and a potent IgE response can be induced with relatively low levels of IL-4 and IL-13, provided that the levels of IFNγ are also low [58]. Our results align with these findings, where the IFNγ level was significantly lower in HDM-sensitized *ISM1*^*−/−*^ mice (Fig. 3B). Moreover, TGFβ_1_, whose cleaved active form was found to be highly expressed in *ISM1*^*−/−*^ mice upon HDM challenge, could also be a potential contributing factor (Fig. 2I). TGFβ has been demonstrated to inhibit T_H_2 development by suppressing IL-4 production [59]. Meanwhile, IL-21 is also known to be a negative regulator of IgE class switch recombination in the geminal center [60]. A higher level of IL-21 in BALF under HDM challenge in *ISM1*^*−/−*^ mice, while serum IgE is higher, suggests that other regulatory factors may also be involved. Nevertheless, further investigation is necessary to understand the specific role that ISM1 plays in regulating the adaptive immune response.

Adiponectin is an anti-inflammatory adipokine mainly secreted in adipocytes but is also expressed in the lungs. Studies have shown that low adiponectin levels are associated with type 2 diabetes and obesity [61, 62]. Obesity is an important comorbidity in asthmatic patients [63]. In obese-asthma patients, macrophage efferocytosis was 40% lower than that of non-obese subjects [64]. Moreover, macrophages derived from diet-induced obese mice presented impaired efferocytosis [65, 66]. Similarly, macrophages from diabetic mice also showed significant impairment in efferocytosis [67]. Furthermore, obese HDM mice have been reported to present reduced plasma adiponectin and higher macrophage infiltration into the lungs and BALF [68]. ISM1 was recently identified as an adipokine secreted by adipocytes, that promotes glucose uptake in an insulin-like fashion [36]. However, contrary to *ISM1*^*−/−*^ lungs, adiponectin expression was shown to have no significant alteration in *ISM1*^*−/−*^ adipocytes [36]. We demonstrate here that *Adipoq* mRNA, which encodes for the adiponectin protein, was significantly downregulated in *ISM1*^*−/−*^ lungs (Figs. 5 and 6). ISM1 dose-dependently stimulated adiponectin secretion in lung AT2 cells and promoted AM efferocytosis (Fig. 7). Consistently, adiponectin-deficient mice reported an impaired clearance of apoptotic cells, while adiponectin supplementation showed a reversal effect [23]. Adiponectin-deficient mice presented heightened allergic airway inflammation and spontaneous emphysema, phenotypes similar to those of ISM1-deficient mice [19, 38]. Systemic adiponectin application has been reported to attenuate allergen-induced airway inflammation and hyperresponsiveness in mice [18]. Hence, ISM1 may suppress allergic airway inflammation by stimulating lung adiponectin production and promoting adiponectin-mediated AM efferocytosis. Note that our previous report suggested no obvious alteration in efferocytosis of AMs obtained from *ISM1*^*−/−*^ mice in high-serum media [13]. We speculate that the high serum culture media used might have masked the efferocytosis deficiency since a high amount of adiponectin is known to be present in serum [69].

In eosinophil-dominant type-2 allergic asthma, apoptotic eosinophils are cleared by AMs through efferocytosis [70]. Clearance of apoptotic cells by lung AMs has been reported to prevent the development of HDM-induced allergic airway inflammation [45]. It has also been reported that efferocytosis is impaired in non-eosinophilic asthma [71]. Delayed clearance of apoptotic cells in *ISM1*^*−/−*^ mice could trigger secondary necroptosis, leading to heightened airway inflammation. 

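*S100a8* (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035, forward strand) had 178, 190 and 242 counts in the WT libraries and 852, 487 and 418 counts in the libraries labelled *ISM1*-/-. This is 5.19 ± 0.931 CPM (SD, n = 3) in WT and 14.5 ± 4.89 CPM (SD, n = 3) in *ISM1*-/-, a log2 fold change of 1.49 (standard error 0.224, adjusted p = 0.0163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *S100a9* (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721, reverse strand) had 375, 562 and 561 counts in WT and 2063, 1148 and 1006 counts in *ISM1*-/-, which is 12.7 ± 2.40 CPM (SD, n = 3) and 34.9 ± 12.0 CPM (SD, n = 3). Its log2 fold change was 1.46 (standard error 0.222, adjusted p = 0.0163 from the same edgeR test). Neither gene overlapped between the genotypes (exact permutation p = 0.1 for each), and with each library left out in turn the adjusted p stayed under 0.1 in all 6 fits. Neutrophils express both genes, and in a list of 13 neutrophil markers that includes them 11 had a higher mean in *ISM1*-/-. The mean of the list was higher in every *ISM1*-/- library than in every WT library. The list did not pass an adjusted p of 0.05 in limma's camera test (adjusted p = 0.283) or in fry (adjusted p = 0.0553). These libraries come from mice that were not challenged with HDM.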

Meanwhile, our RNASeq also identified that genes associated with damage-associated molecular patterns (DAMPs) such as S100a8 and S100a9, were highly upregulated (Table 1). Upregulation of DAMPs also suggests the involvement of increased necroptosis in inflammation [72]. These findings together support a mechanism whereby ISM1 restrains airway inflammation and hyperresponsiveness by promoting adiponectin production in the airways. Nevertheless, the possibility that ISM1 also reduces eosinophil infiltration into the airways cannot be excluded.

Alveolar epithelial cells are composed of two major cell types, alveolar type 1 (AT1) and alveolar type 2 (AT2) cells, which cover 99% of the internal surface of the lungs. Besides functioning as a barrier separating the internal and external environments, epithelial cells are also immunologically active which sense changes in the airway environment and interact with immune cells [73]. AT2 cells are responsible for repairing processes and modulating immune responses upon lung injury [74]. AT2 cell apoptosis has been implicated in the pathogenesis of idiopathic pulmonary fibrosis [75]. In asthma, AT2 cells protect the lungs against allergen-induced airway inflammation by secreting TGFβ_1,_ which stimulates regulatory T cell (Treg) development [76]. The Treg-secreted anti-inflammatory cytokine IL-10 is involved in the suppression of T_H_17-mediated inflammation [77]. Indeed, lung tissue from *ISM1*^*−/−*^ mice produced significantly less IL-10 than that of WT mice under HDM sensitization. Furthermore, while HDM treatment markedly reduced BALF IL-21 in WT mice, ISM1 deficient mice maintained a relatively high level of BALF IL-21 post-HDM sensitization (Fig. 3). Previous studies have reported that IL-21 and its receptor are necessary for the development of eosinophilic airway inflammation [78, 79]. In human asthma, elevated IL-21 expression correlates with disease severity [79]. IL-21 has been reported to have an immunoregulatory function via its ability to induce IL-10 production [80] and directly induce Treg apoptosis [30]. Nevertheless, there was no increase in IL-21 in *ISM1*^*−/−*^ lungs after HDM challenge compared to saline treated *ISM1*^*−/−*^ lungs, hence IL-21 could not be responsible for the reduced IL-10 in *ISM1*^*−/−*^ lungs under HDM sensitization. How ISM1 deficiency leads to a reduction in lung IL-10 requires further investigation. These findings together suggest that ISM1 could exert its anti-inflammatory function in the airways by promoting the production of anti-inflammatory cytokines such as adiponectin and IL-10.

AMs are the major immune cells in the alveolar space, and they often adhere to the alveolar epithelium and play a predominantly immune-suppressive role in maintaining homeostasis. Lung epithelial cells are known to secrete anti-inflammatory proteins such as CD200 to maintain AM in a quiescent state and limit inflammatory amplitude [81]. In conjunction with our previous report that *ISM1*^*−/−*^ lungs harbor more activated pro-inflammatory AMs and trigger spontaneous emphysema [8, 13], our findings here showed that HDM challenge generated a more severe allergic airway inflammation with pre-existing emphysema. *ISM1*^*−/−*^ mice may thus be useful in studying asthma-COPD overlap syndrome, whose molecular mechanisms remain poorly studied [82, 83]. Future studies using lung-specific *ISM1*^*−/−*^ mouse lines would help to further clarify the roles of ISM1 in the lungs.

## Conclusions

In conclusion, this work reveals a novel role of ISM1 in curbing allergen-induced airway inflammation and hyperresponsiveness by stimulating airway expression of the anti-inflammatory adiponectin. ISM1 may have therapeutic potential for allergic asthma.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files. RNASeq data comparing *ISM1*^*−/−*^ and WT lungs at 2 months old are available from Gene Expression Omnibus (GEO) database (GSE215234).

## Abbreviations

AHR: Airway hyperresponsiveness
AM: Alveolar macrophages
APN: Adiponectin
AT2: Alveolar type 2 epithelial cells
BALF: Bronchoalveolar lavage fluid
csGRP78: Cell surface glucose regulated protein 78-kDa
DAMPs: Damage-associated molecular patterns
ER: Endoplasmic reticulum
GO: Gene ontology
MLKL: Mixed lineage kinase domain-like protein
RIP3: Receptor-interacting protein kinase 3
HDM: House dust mite
ISM1: Isthmin-1
*i.t.*: Intratracheally
IFN-γ: Interferon-gamma
*i.p.*: Intraperitoneally
MCP-1: Monocyte chemoattractant protein-1
NK: Natural killer
PPARγ: Peroxisome Proliferator-Activated Receptor Gamma
p-MLKL: Phosphorylated mixed lineage kinase domain-like protein
TBS: Tris buffer saline
TNF-α: Tumor necrosis factor-alpha
T_H_1: T helper type 1 cells
T_H_2: T helper type 2 cells
TGFβ_1_: Transforming growth factor beta 1
Tregs: Regulatory T cells
SABA: Short-acting beta-agonists
WT: Wild type

# Supplementary material for: Isthmin-1 attenuates allergic Asthma by stimulating adiponectin expression and alveolar macrophage efferocytosis in mice
**Source:** Respir Res. 2023 Nov 6;24:269. doi: 10.1186/s12931-023-02569-1
**Supplement:** Supplementary file 10 — Supplementary Material 10

# **Isthmin-1 attenuates allergic asthma by stimulating adiponectin expression and alveolar macrophage efferocytosis in mice**

Jong Huat Tee<sup>1</sup>, Udhaya Vijayakumar<sup>1</sup>, Mahalakshmi Shanmugasundaram<sup>1</sup>, Terence Y.

W. Lam<sup>1</sup>, Wupeng Liao<sup>2</sup>, Yuansheng Yang<sup>3</sup>, W. S. Fred Wong<sup>2,4,5\*</sup>, Ruowen Ge<sup>1\*</sup>

Uncropped blots

Full unedited blot in Figure 2I

Antibodies: Cleaved-TGFβ<sub>1</sub> (13kDa) and β-actin (42kDa)

TGFβ<sub>1</sub>

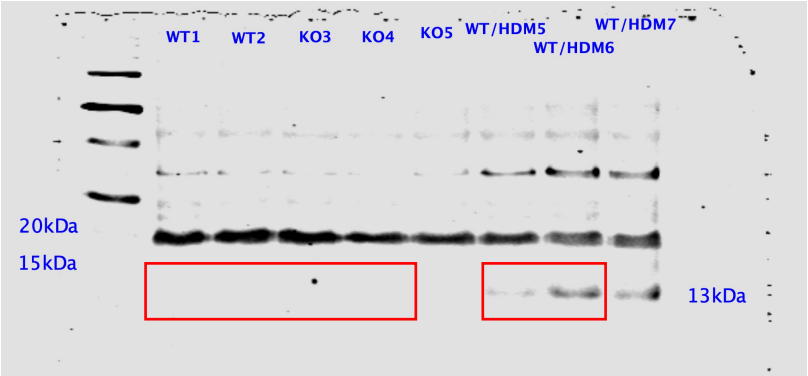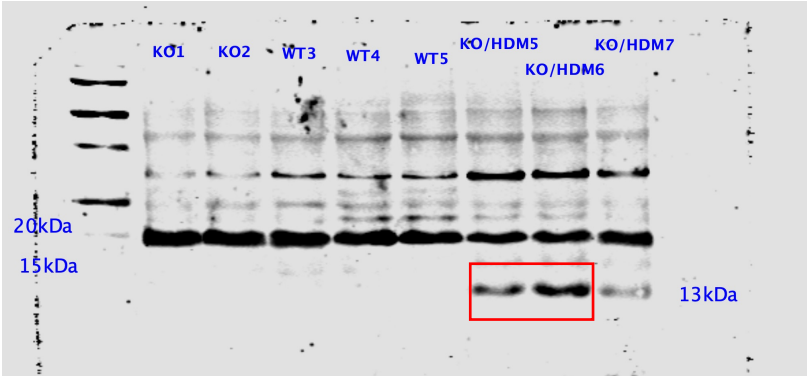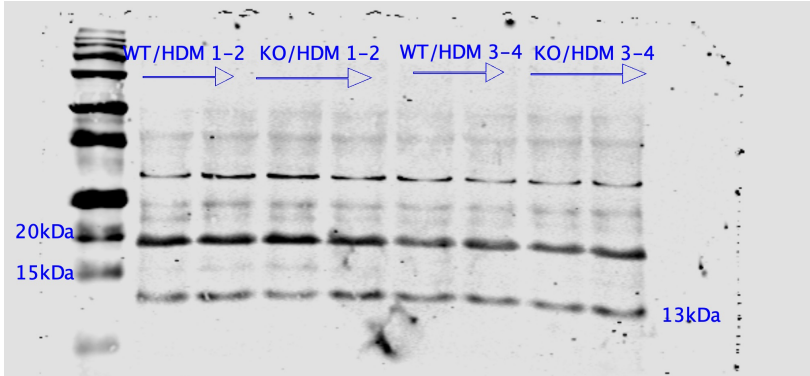

β-actin

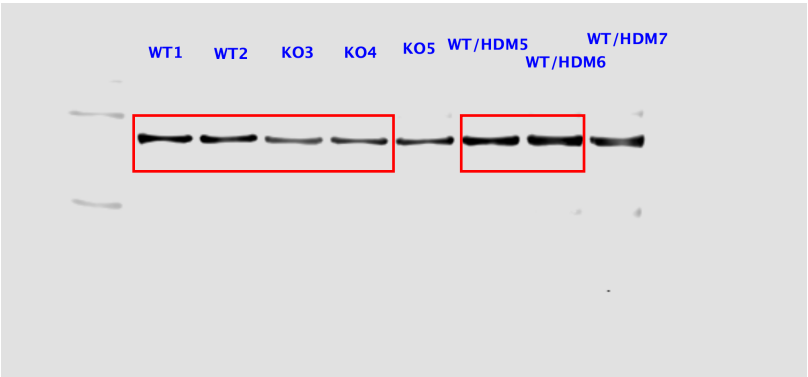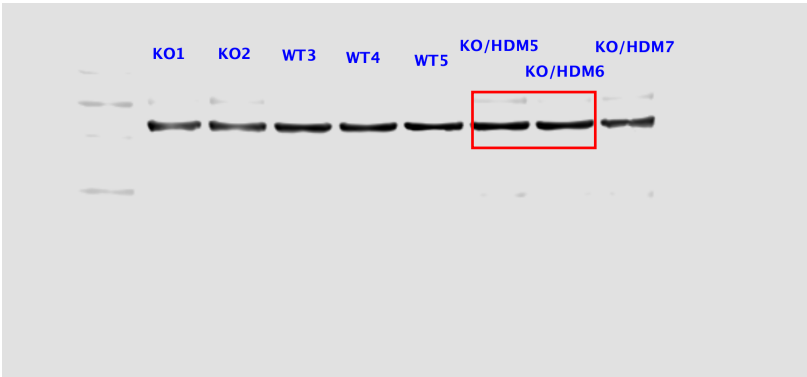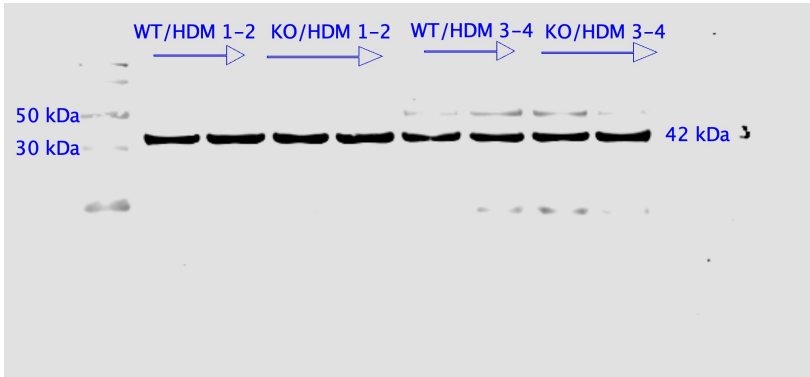

Mb1

Mb2

Mb3

Representative bands

# Full unedited blot in Figure 4A

Antibodies: pMLKL (54kDa) and  $\beta$ -actin (42kDa)

Upper band: pMLKL; lower band:  $\beta$ -actin

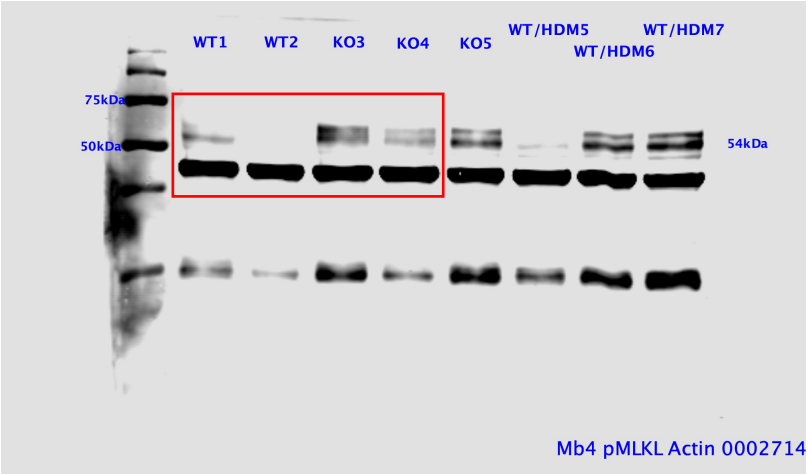

Mb1

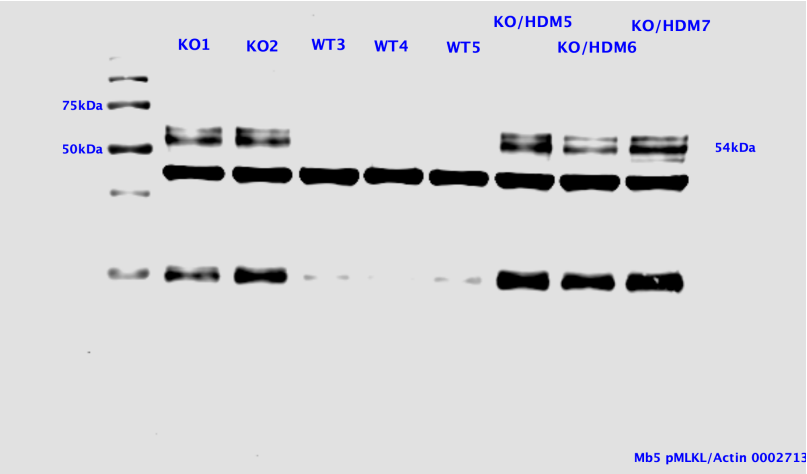

Mb2

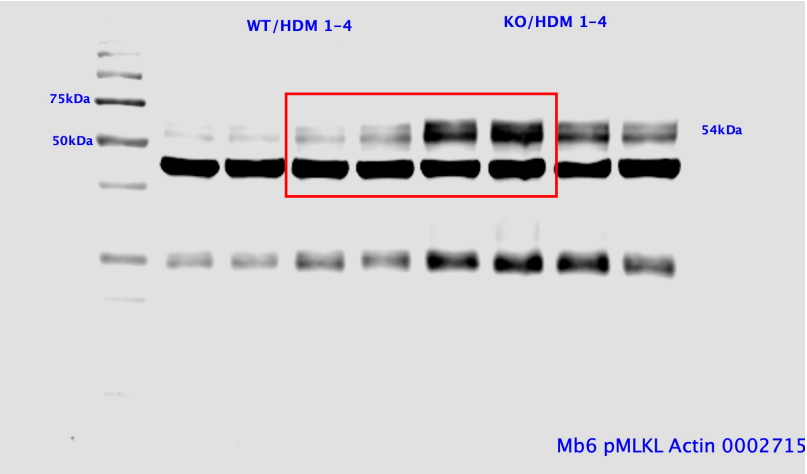

Mb3

Representative bands

Full unedited blot in Figure 4B

Antibodies: RIP3 (57kDa) and  $\beta$ -actin (42kDa)

RIP3

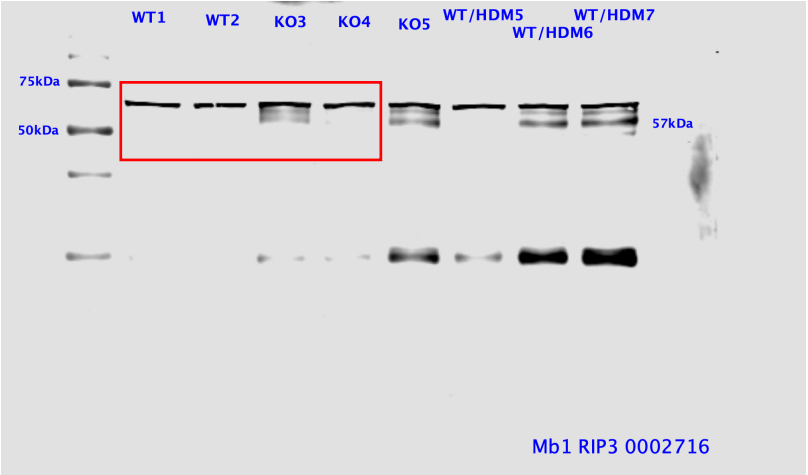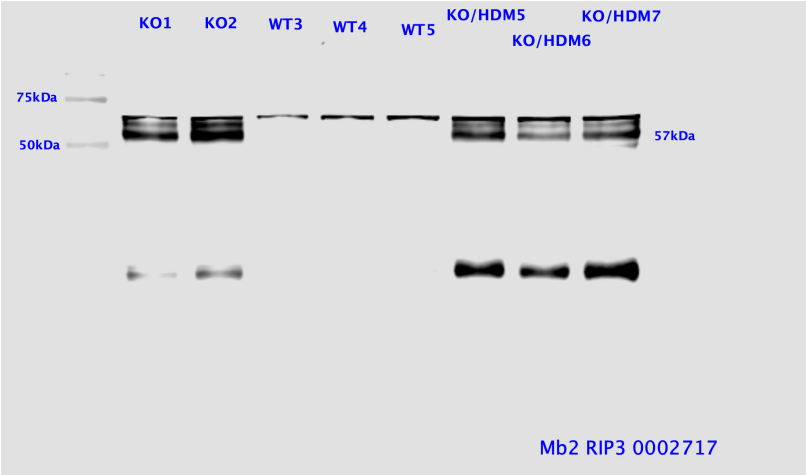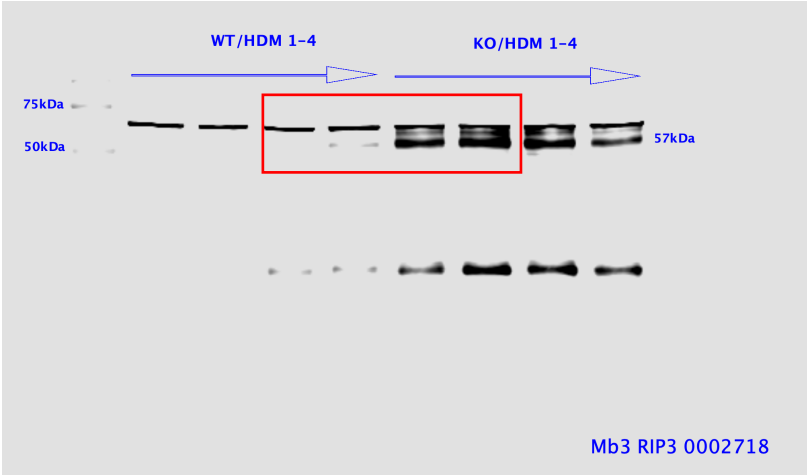

$\beta$ -actin

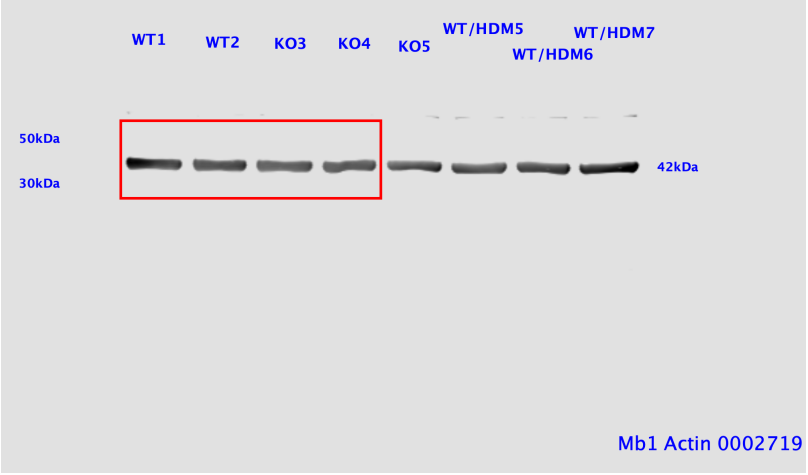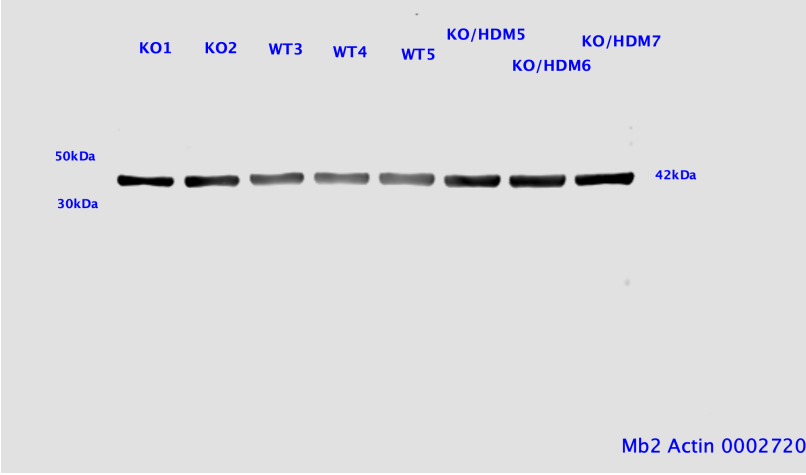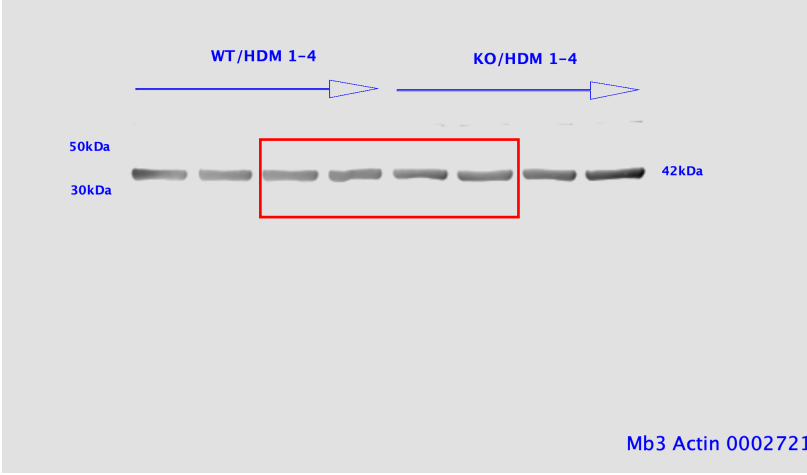

Mb1

Mb2

Mb3

Representative bands

**Full unedited blot in Figure 4C**  
Antibodies: Caspase 8 (57kDa), cleaved Caspase 8 (43kDa) and  $\beta$ -actin (42kDa)

Caspase 8

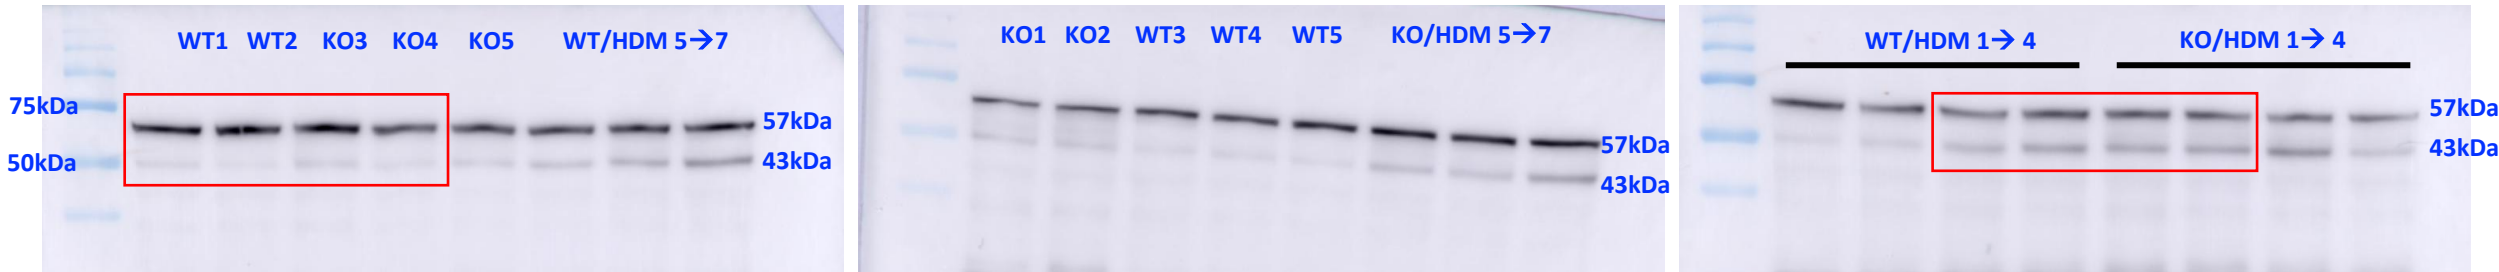

$\beta$ -actin

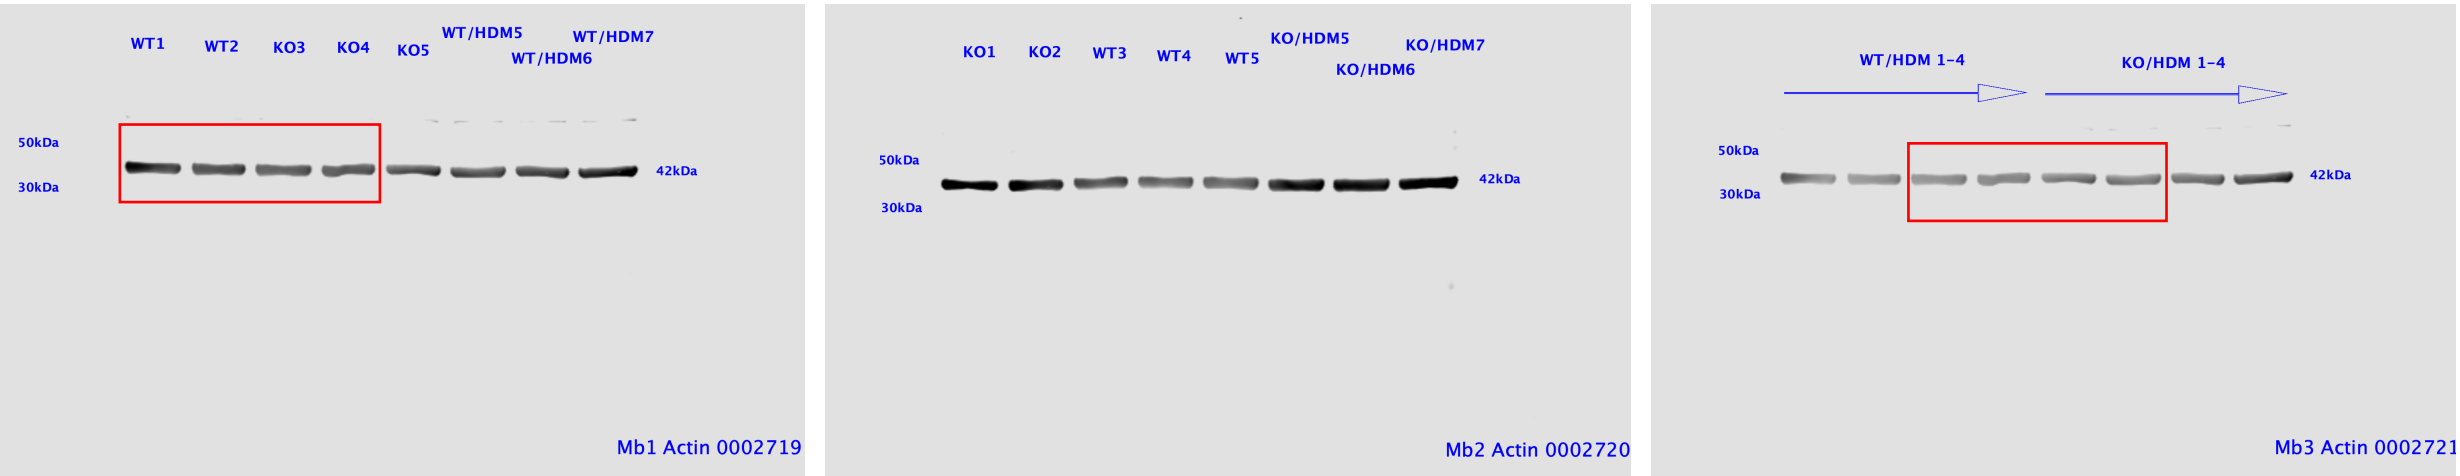

Mb1

Mb2

Mb3

Representative bands

Full unedited blot in Figure 4D

Antibodies: Cleaved Caspase 3 (19kDa) and  $\beta$ -actin (42kDa)

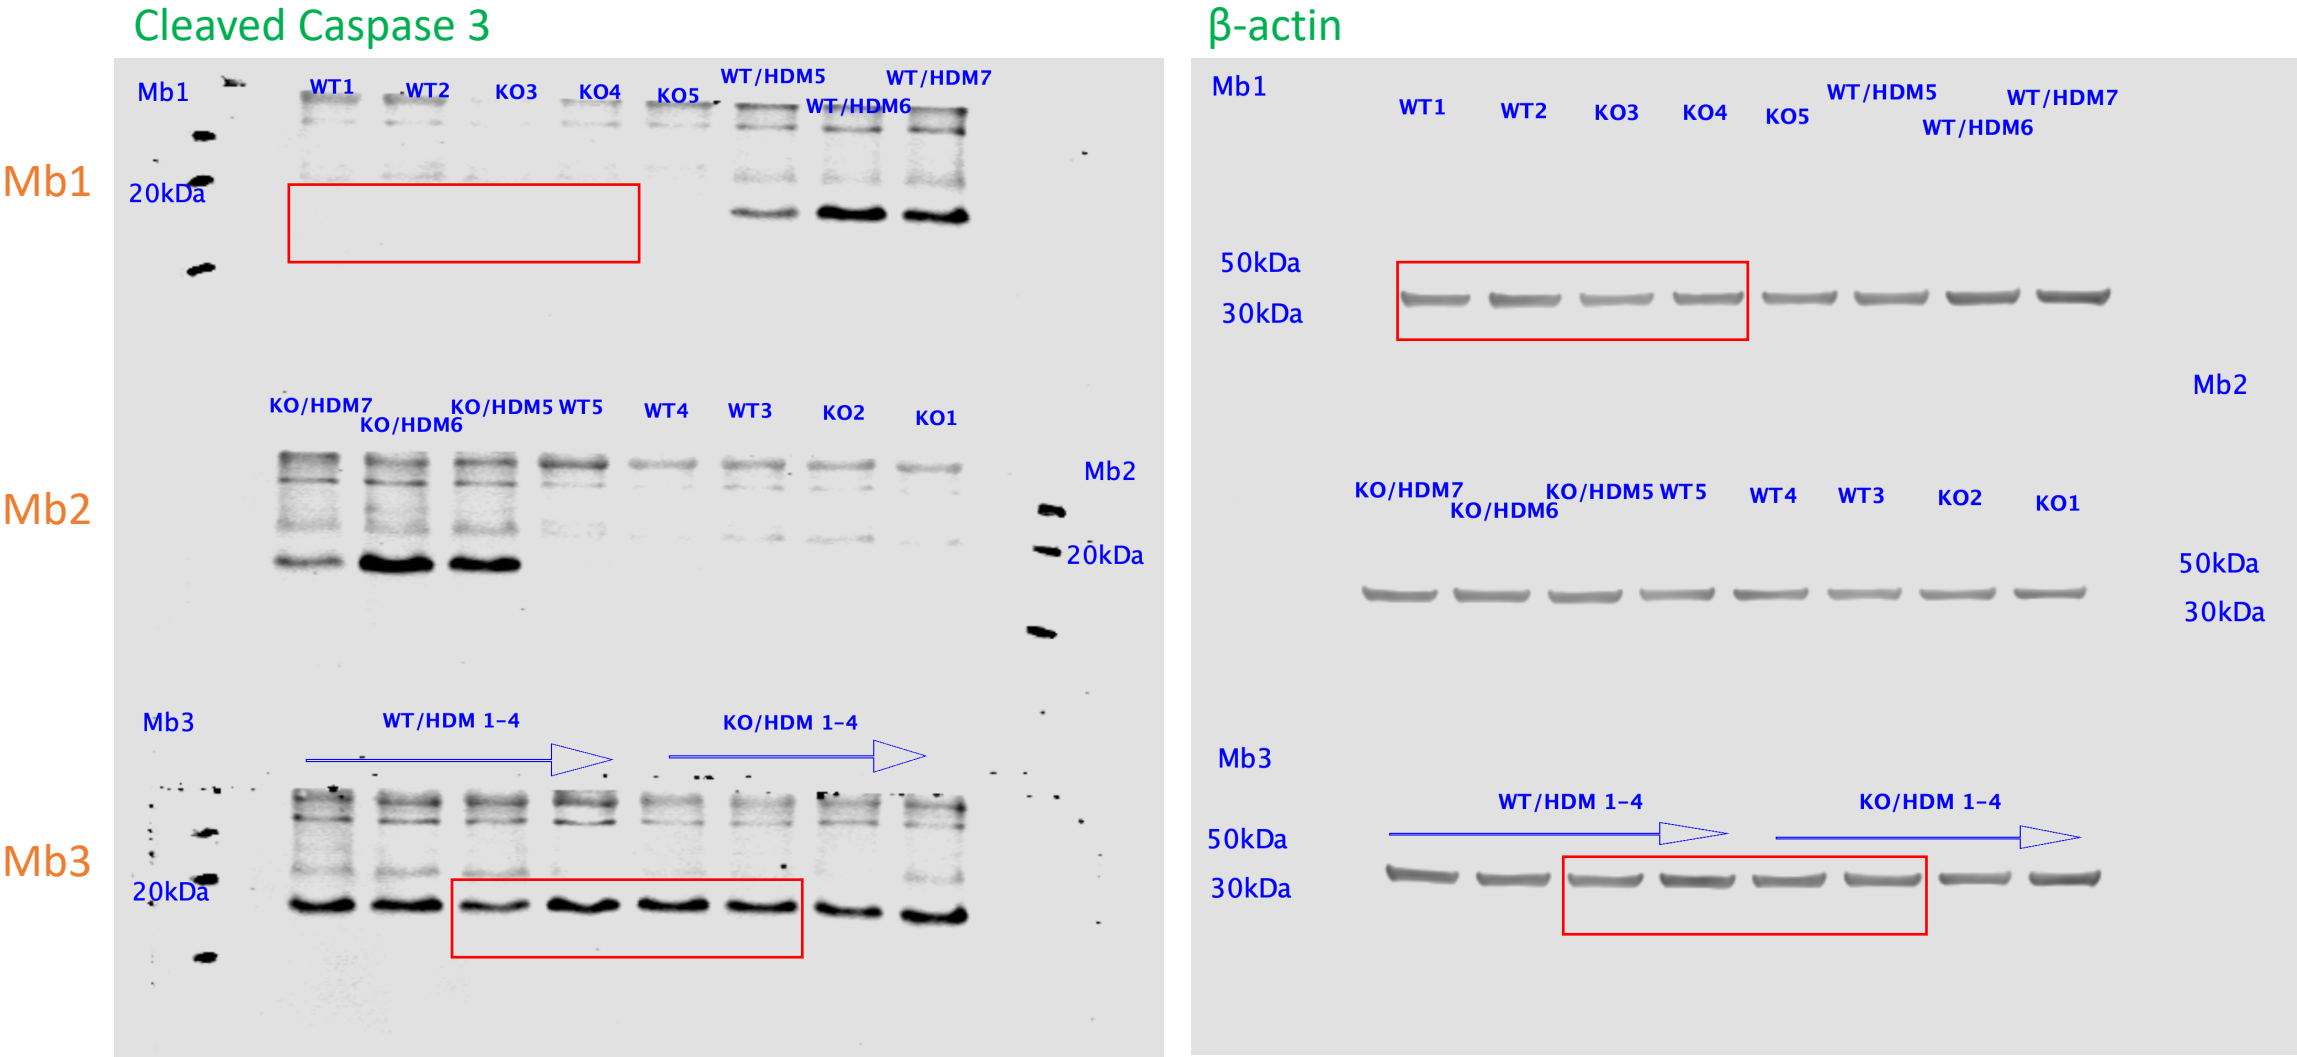

Full unedited blot in Figure 6A

Antibodies: Adiponectin (28kDa) and  $\beta$ -actin (42kDa)

Adiponectin

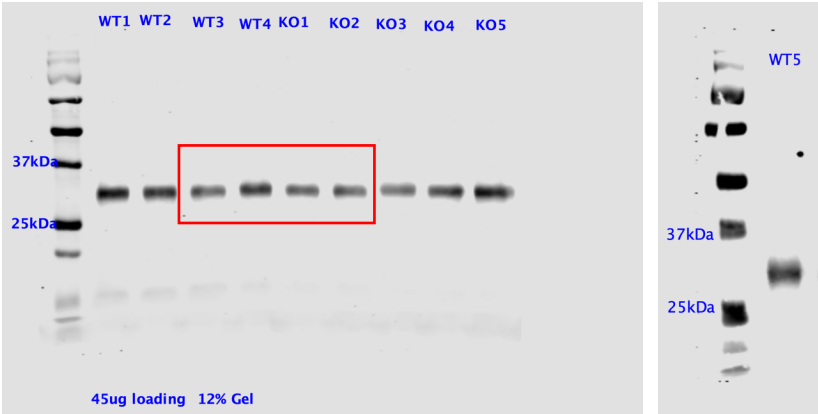

$\beta$ -actin

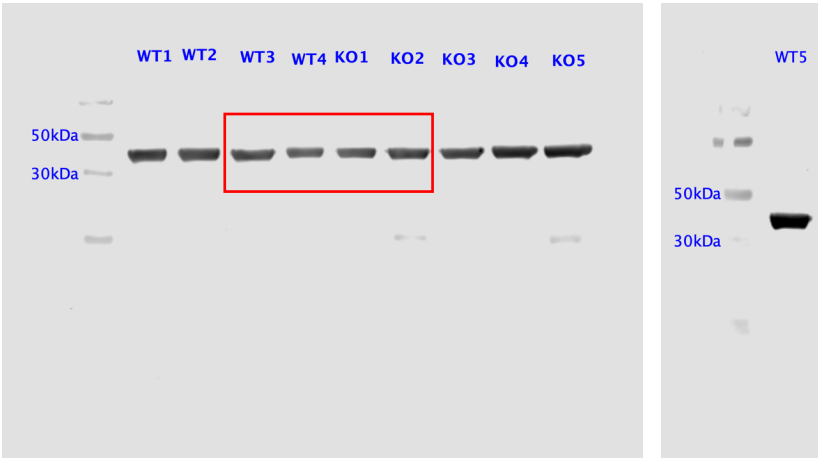

Mb1

Mb2

Representative bands

# Full unedited blot in Figure 6D

Antibodies: Adiponectin (28kDa)

Adiponectin from conditioned media

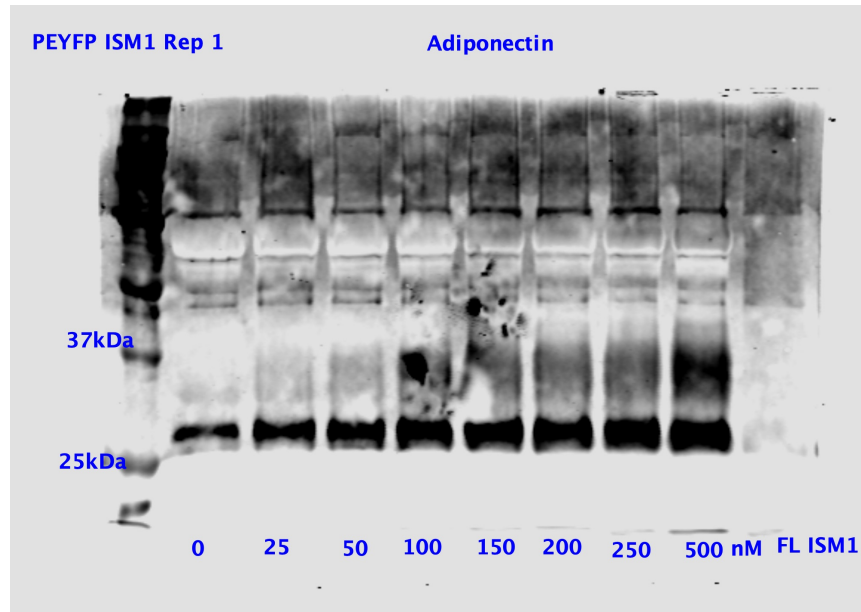

Mb1 (1<sup>st</sup> repeat)

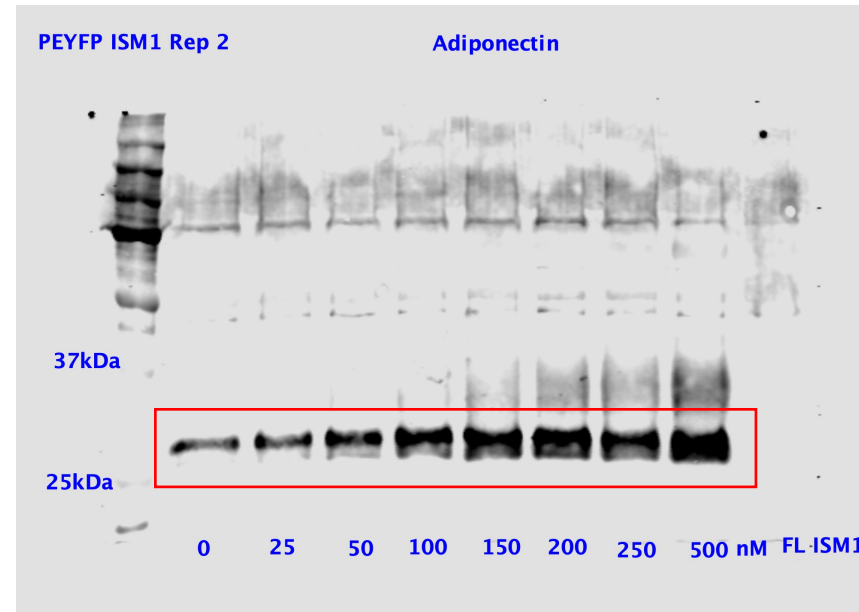

Mb2 (2<sup>nd</sup> repeat)

Representative bands

# Full unedited blot in Figure 6E

Antibodies: PPAR $\gamma$  (66kDa) and  $\beta$ -actin (42kDa)

PPAR $\gamma$

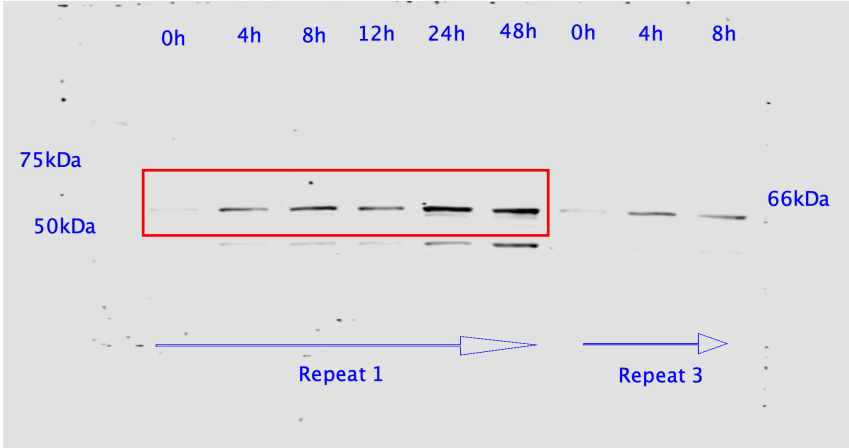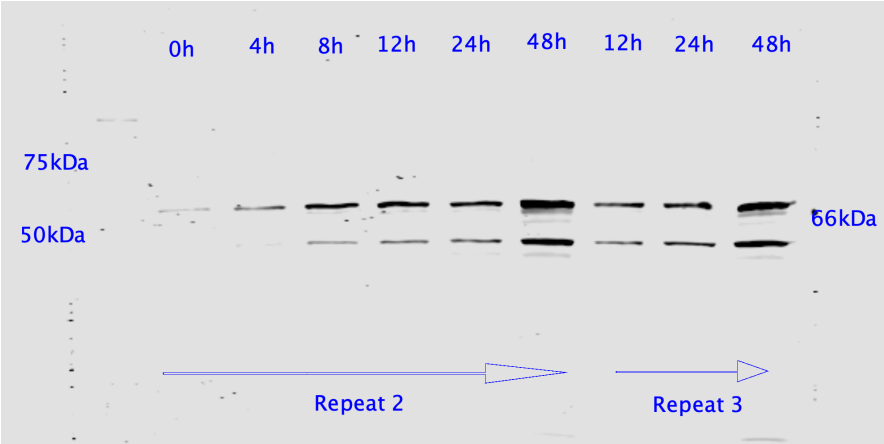

$\beta$ -actin

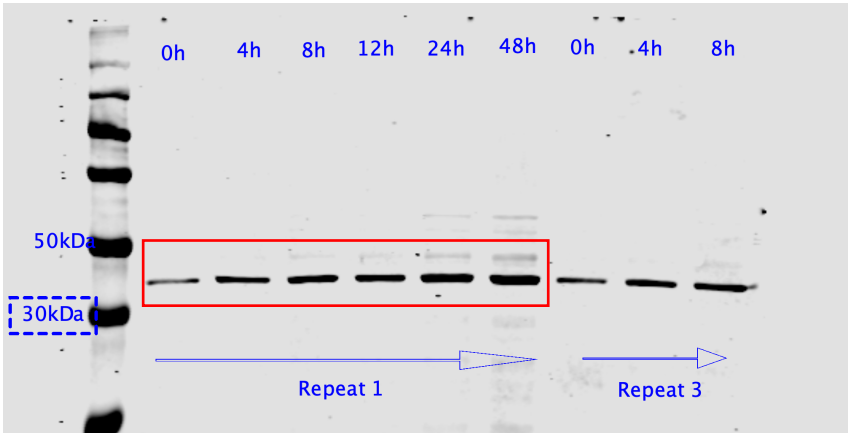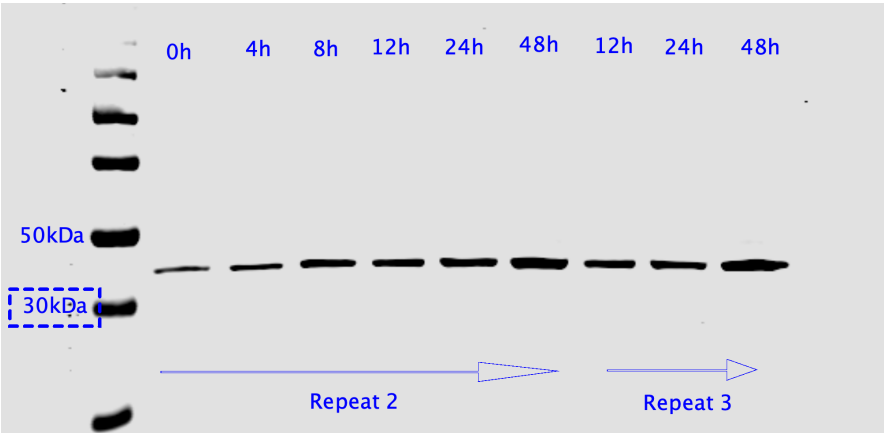

Mb1 (Repeat 1 and 3)

Mb2 (Repeat 2 and 3)

Representative bands

# Full unedited blot in Figure 6G

Antibodies: Adiponectin (Dimers:56kDa and Monomers:28kDa)

## Adiponectin dimers

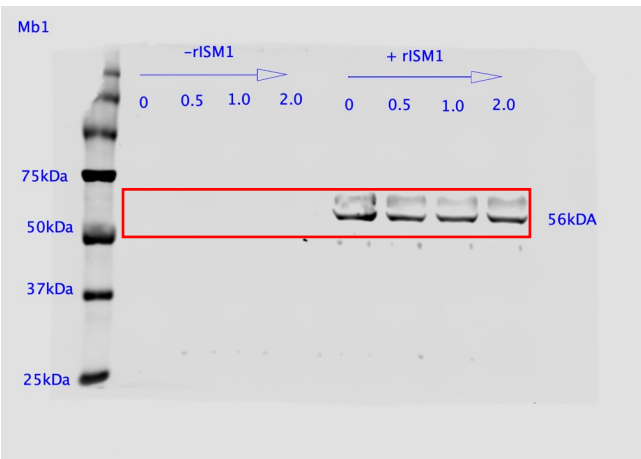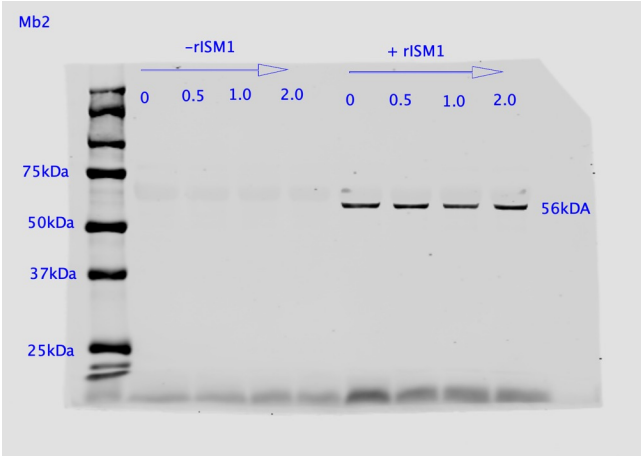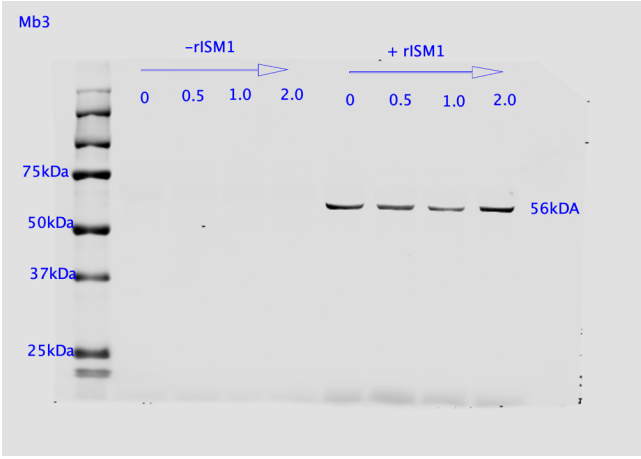

## Adiponectin monomers (Overexposed)

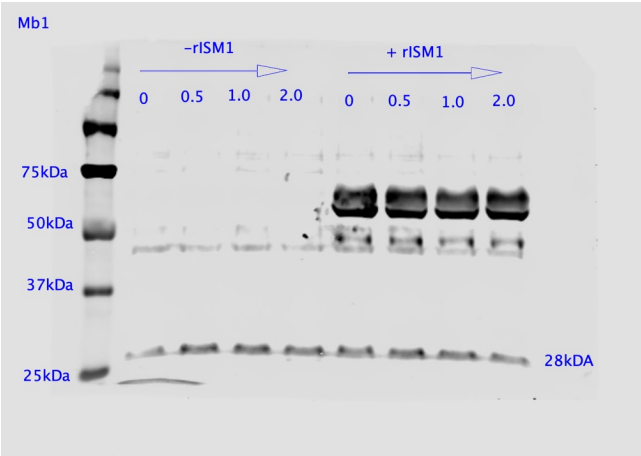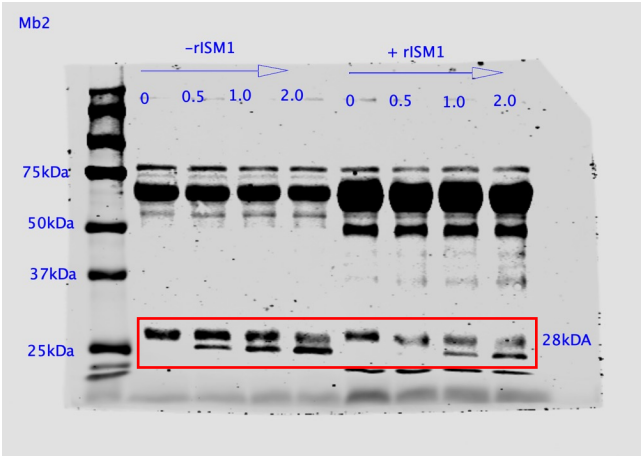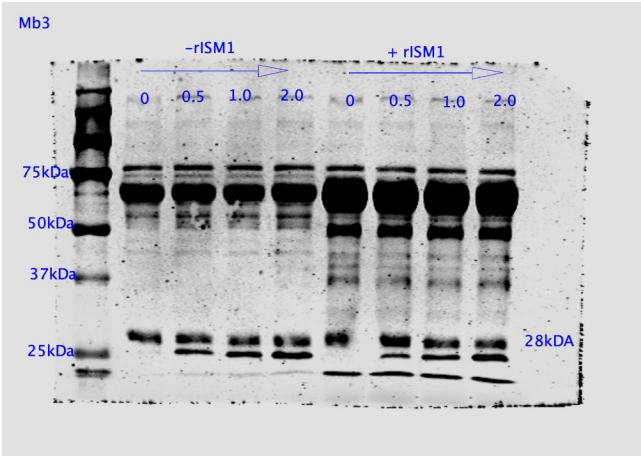

Mb1

Mb2

Mb3

Representative bands

Full unedited blot in Figure 7F

Antibodies: pMLKL (54kDa) and  $\beta$ -actin (42kDa)

pMLKL

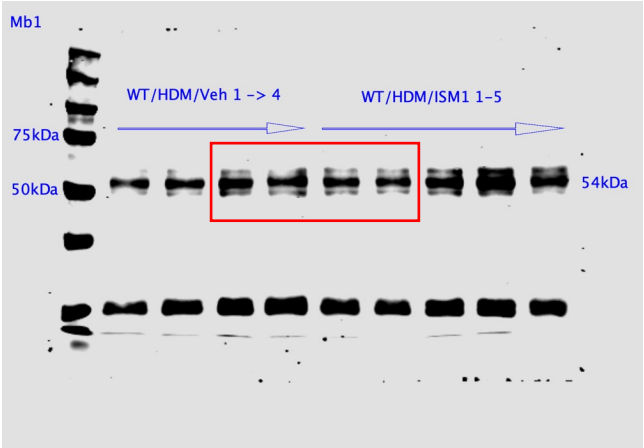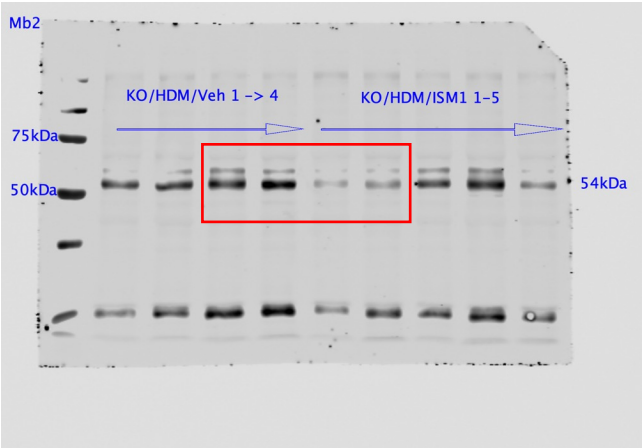

$\beta$ -actin

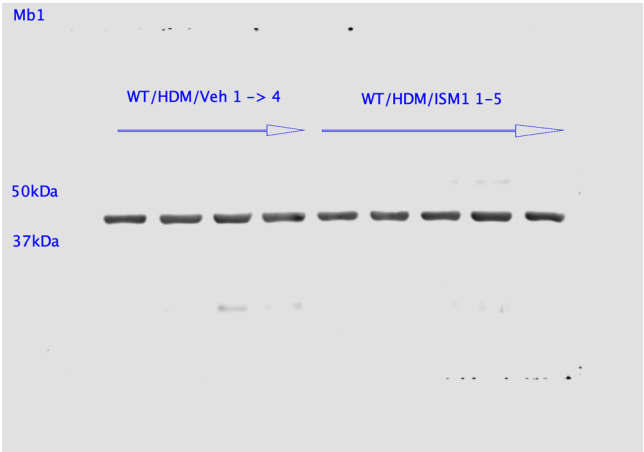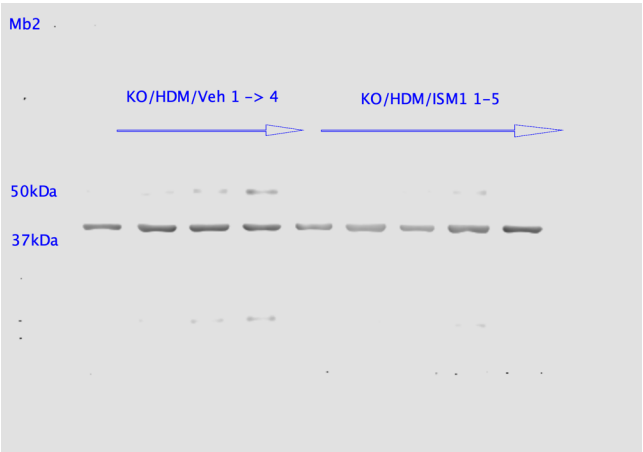

Mb1

Mb2

Representative bands

How the deposited data were processed for this re-analysis (not part of the article)

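RNA was measured in perfused whole lungs of 3 WT and 3 *ISM1*-/- mice at 2 months old, with 1 library per mouse. The genotype and replicate number of each library were taken from the labels that accompany the deposited data and from the paper's description of the groups. The labels give each genotype replicates numbered from 1 to 3, and the mice that share a number are different animals. WT mice were purchased and *ISM1*-/- mice were generated in-house, so differences between sources of animals enter the comparison of genotypes. The human expression data discussed in the paper, the RT-PCR measurements and the assays after HDM challenge were not analysed here.

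The authors removed low-quality reads and adaptors, mapped the remaining read pairs to GRCm38 with STAR and deposited raw read counts per gene for 54532 genes, which are whole numbers without normalization. The text of the methods does not name the counting program, the annotation release or the strand setting, so genes that overlap on opposite strands were treated as uncertain. The authors also deposited FPKM values, in which they divided the counts by the library total and by a gene length. Coordinates are those of the deposited gene table, on GRCm38, and transcript GC content came from GENCODE release M 21, which covered 18674 of the 18689 genes tested (99.9%). The gene symbol of 1 entry is written as a calendar date and was used by its Ensembl identifier only.

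Total counts ranged from 37606133 to 42345042 per library, with a median of 39101437. No pair of libraries agreed within sampling noise in a chi-square comparison of their counts, so each was used as a separate replicate. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 0.5 CPM in at least 1 library were kept, libraries were scaled by TMM, and the genotypes were compared by edgeR's quasi-likelihood test (estimateDisp, glmQLFit, glmQLFTest) without further covariates. Genes with a Benjamini-Hochberg adjusted p under 0.1 and at least a 2-fold change were counted as differentially expressed. The count threshold and the fold change follow the paper's results section, while its methods and a figure legend name an adjusted p of 0.05 and protein-coding genes with a mean above 2 CPM, which were used as alternatives. The paper's own test, in DESeq2 (version 1.42.0 here), was an alternative as well. Log2 fold changes are *ISM1*-/- over WT. Mean ± SD values are of TMM-normalized CPM over 3 libraries. Exact permutation tests were two-sided and ran over the 10 splits of the 6 libraries, which cannot give a p under 0.1.

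For clustering and principal components, counts were transformed by rlog in DESeq2 and the 1000 genes with the largest standard deviation were used. A gene was taken as expressed in a genotype when its mean FPKM was above 1, since the text names no threshold for Fig. 5D. Lists of marker genes of 16 cell types and processes were fixed before the data were examined and tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with the inter-gene correlation estimated from the data, and sets of at least 3 genes past the filter were tested at an adjusted p under 0.05. Sets for 3 further cell types were added after the data had been seen.

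The genes named in the text were chosen by a rule fixed before the data were examined. They are *Ism1*, the genes the paper names from these data in Table 1, Fig. 5E to G and its GO tables, the 5 genes with the largest rise and the 5 with the largest fall among the differentially expressed genes with a mean of at least 1 CPM and no overlap between genotypes, genes the paper studied by other assays, and members of the marker sets. *Ssc5d*, *Hdgfl2* and *Tshz3* are named because they overlap a named gene. Other genes named outside this rule are identified as such where they appear. The gene *Trarg1* of the paper's lists has no entry under that symbol in the table used here. One further gene of these lists is not reported here.

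The alternatives were DESeq2, RLE size factors in edgeR, other filters on low counts, an adjusted p of 0.05, no fold-change minimum, edgeR's glmTreat against a 1.2-fold change, removal of immunoglobulin gene segments, the replicate number as a block, the omission of each library in turn, other transformations and gene selections for clustering, and other FPKM thresholds. Alternatives added after seeing the data were DESeq2 on protein-coding genes with a mean above 2 CPM at an adjusted p under 0.05, and a correction of each library for GC content. The KEGG and GO enrichment of the paper was not recomputed. The tests were tried on simulated counts with the library sizes and gene means of these data and 200 genes changed. A call in this simulation asked for an adjusted p under 0.1 only, without the 2-fold minimum. The edgeR test recovered 196 of the 200 changed genes (98%), and 39 of its 235 calls (16.6%) were unchanged genes, a share above the nominal 10%. DESeq2 recovered 194 genes, and 47 of its 241 calls (19.5%) were unchanged genes. The share of unchanged genes among calls that also ask for a 2-fold change was not measured. In simulated sets, camera gave the changed set an adjusted p of 0.000663 and called 0 of 20 unchanged sets.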

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

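The marker sets of clock genes and the tests for time of day and glucocorticoids were fixed before the data were examined, while the ciliated and club cell sets and the tests of airway content, gene dominance and GC content were chosen only after the results were seen.

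Clock genes, which the paper does not discuss as a group, shifted in opposite directions. The 5 genes of the activator phase had a median log2 fold change of −0.46 in the libraries labelled *ISM1*-/-, with 4 of 5 lower and 3 at an adjusted p under 0.1, and the mean of the set was lower in 3 of 3 *ISM1*-/- libraries than in every WT library. The 10 genes of the repressor phase had a median of 0.41, with 9 of 10 higher and 6 at an adjusted p under 0.1, and the set mean was higher in 3 of 3 *ISM1*-/- libraries. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Arntl* was at −0.83 (standard error 0.0919, adjusted p = 0.00739), *Npas2* at −1.27 (standard error 0.140, adjusted p = 0.00739) and *Dbp* at 0.69 (standard error 0.139, adjusted p = 0.0366). *Per1* went the other way within its set, at −0.48 (standard error 0.345, adjusted p = 0.557). Both clock sets were under 0.05 before adjustment in limma's camera test, and after adjustment over the 16 sets neither passed (adjusted p = 0.259 and adjusted p = 0.235).

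A difference in the time of day at which the lungs were collected may give such opposite shifts. The larger adjusted p of both clock sets in camera, 0.259, does not reach the threshold set for this explanation, but the directions are those it calls for, so the pattern cannot be told apart from collection at different times. A change of the lung clock in the absence of ISM1 is a hypothesis that these libraries do not separate from it. Handling stress was weighed through other glucocorticoid response genes besides *Zbtb16*, 4 of 8 of which were higher, with an adjusted p of 0.474 in camera. As none of the 16 sets passed in camera, this gives no support to handling stress and does not rule it out. The rise of *Zbtb16* itself rests partly on 1 library.

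Genes of ciliated and club cells, the main epithelial cells of the conducting airways, were lower without exception among those tested. All 20 ciliated cell genes were lower, with a median log2 fold change of −0.42 and 14 at an adjusted p under 0.1 (adjusted p = 0.168 in limma's camera test over all 16 sets and the 3 added ones). All 12 club cell genes were lower, with a median of −0.40 and 8 at an adjusted p under 0.1 (adjusted p = 0.140 in the same test). Both set means were lower in 3 of 3 *ISM1*-/- libraries than in every WT library.

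A smaller share of conducting airway in the *ISM1*-/- tissue is a candidate explanation. The paper describes shorter tracheas with abnormal cartilage rings in *ISM1*-/- mice, and reports no change there in ciliated, club or goblet cells. Those observations are of the trachea and not of whole lung, so they do not decide it. Of the 4 sets from the airway wall (ciliated, club, airway basal and cartilage), 0 had a camera adjusted p under 0.05 and 2 had an unadjusted p under 0.05, while the airway basal set did not fall clearly (median −0.02, 4 of 7 genes lower) and the cartilage set (median −0.55) rested on 3 genes, so this explanation is left open. A shift caused by a few dominant genes was weighed by removing the 10 genes with the most counts before normalization, which left the ciliated median at −0.42, but these genes took at most 6.46% of the counts, so their removal could move the median little. Correction of each library for GC content, an alternative added after seeing the data, gave medians of −0.42 for both airway sets, −0.41 for the activator clock set and 0.42 for the repressor clock set.

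Other splits of the libraries gave no more marker sets than the split by genotype, but that test decides nothing here. With 0 of the 16 planned sets at an adjusted p under 0.05 and 2 at an unadjusted p under 0.05, all 4 of the 4 splits that part the 3 same-numbered pairs gave as many sets past the threshold, that is 0. At an unadjusted p under 0.05 the other splits of these 4 gave 0 sets each, and the splits that part 1 such pair gave 0 or 1. So few splits cannot tell this difference from chance.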

How the results depend on the processing

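The alternatives were fixed before the data were examined, except DESeq2 on protein-coding genes at an adjusted p under 0.05 and the GC correction, which were chosen after seeing the data. Against the 106 genes called, 53 in each direction, DESeq2 gave 115 genes (48 higher, 67 lower), RLE size factors 103 (54 and 49), 0.5 CPM in at least 3 libraries 108 (51 and 57), and removal of immunoglobulin segments 85 (30 and 55). These fits shared 86, 102, 98 and 82 genes with the 106. Protein-coding genes with a mean above 2 CPM gave 29 genes (10 higher, 19 lower), no filter 293 (113 and 180), an adjusted p of 0.05 gave 51 (25 and 26), no fold-change minimum 882 (258 and 624) and glmTreat 23 (15 and 8). The added DESeq2 fit gave 39 genes (10 and 29), of which 29 were among the 106. The GC correction gave 104 (55 and 49), of which 95 were. The cause was not tested.

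Leaving out 1 library at a time gave from 31 to 188 genes across 6 fits, from 17 to 86 higher and from 12 to 102 lower, with the smallest total without *ISM1*-/- replicate 1 and the largest without *ISM1*-/- replicate 3. These fits shared from 28 to 90 genes with the 106. The log2 fold change of *Adipoq* lay between −2.37 and −1.45 across them and kept an adjusted p under 0.1 in 3 of 6. Over its other alternatives it remained below −1 with an adjusted p under 0.1, including −1.73 (adjusted p = 0.0288) after GC correction, and its adjusted p lay between 5.0e-07 and 0.128 over the alternatives fixed beforehand.

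With the replicate number as a block, 130 genes were called (68 higher, 62 lower), 96 of them among the 106, *Adipoq* was at −1.84 (adjusted p = 0.0149 in edgeR's quasi-likelihood test), and 0 of the 16 marker sets passed, with 0 at an unadjusted p under 0.05. The correlation of the deviations of same-numbered libraries from their genotype means was −0.00282 on average (−0.0405, 0.0310 and 0.00101), beside 0.0017 for libraries with different numbers, so the numbers give no sign of pairing. Under the block the median of the glucocorticoid response set reversed from 0.00147 to −0.0355. The cause was not tested.

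The separation of the genotypes in rlog distance kept its direction in all alternatives and lay between 1.76 and 3.22 when 1 library was left out. The first principal component held 40.7% of the variance over all genes passing the filter, and from 48.0% to 60.6% with 1 library left out, while the second held from 19.4% to 27.5%. The number of genes expressed in WT only rose to 495 at 0.3 FPKM and 961 at 0.1 FPKM, and that in *ISM1*-/- only to 837 at 0.1 FPKM. With FPKM above 1 asked for in all 3 libraries in place of the mean, 315 genes were expressed in *ISM1*-/- only and 347 in WT only, so which genotype had more such genes was reversed by this choice as by the threshold of 0.1 FPKM. With the mean above 1 FPKM and 1 library left out, from 348 to 447 genes were expressed in *ISM1*-/- only and from 306 to 363 in WT only.

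Of the 16 marker sets, 5 passed with fry in place of camera and 9 with a preset inter-gene correlation of 0.01, against 0 in camera with the correlation estimated, so whether a set passes depends on how the correlation between its genes is handled. In fry, which asks whether the set changed at all rather than more than other genes, the activator and repressor clock sets had adjusted p values of 0.00951 and 0.0140, the adipocyte set 0.0254, the plasma cell set 0.0267 and the alveolar type 2 set 0.0210, and the adjusted p of the ciliated and club cell sets over all sets was 0.00831 and 0.00773. Fry was not run with the replicate number as a block. In camera with that block, the ciliated and club cell sets were at an adjusted p of 0.423, against 0.168 and 0.140 in camera without it. With 1 library left out, sets with a median near 0 changed sign. The airway basal set ranged from −0.48 to 0.0161, the eosinophil and mast cell set from −0.14 to 0.00086, the glucocorticoid response set from −0.25 to 0.16 and the blood set from −0.73 to 0.68. The cause was not tested.

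For 39 other named genes, 391 of 454 values under the alternatives kept their direction and their side of the threshold, 48 kept the direction and no longer passed an adjusted p of 0.1, 15 kept the direction and newly passed it, and 0 reversed. In 15 of these genes, among them *S100a8*, *S100a9*, *Jchain* and *Cfd*, all values stayed on the same side. For the medians of 19 marker sets, 153 of 189 values stayed the same, 18 newly passed, 10 moved by more than the spread between replicates and 8 reversed.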

Differences from the paper's values

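No value stated in the paper differed from the corresponding value here by more than the limits used (a ratio of 1.5 for counts, the standard error for log2 fold changes). The paper's Table S3 gives more genes lower than higher, where edgeR gives 53 in each direction. DESeq2, an alternative set before the data were examined and the tool the paper names, gives the paper's 48 and 67 genes. The variance share of the first principal component is about 35% in Fig. 5C, read by eye, against 52.4% here. Over all genes passing the filter, an alternative set before the data were examined, it was 40.7%. The second component is at about 22% in Fig. 5C, read by eye, against 22.0% here.

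Of the 115 genes in the paper's table, 29 were not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 28 of them because the adjusted p was 0.1 or above, and DESeq2 called all of them. In Table 1 these include *Rxrg* (adjusted p = 0.137), *Ucp1* (0.139), *Abcc8* (0.195) and *Kcnj11* (0.134) in the edgeR test. In DESeq2 their adjusted p values were 0.0637, 0.0647, 0.0461 and 0.0212. Of the other alternatives set before the data were examined, the edgeR fit without a filter on low counts called all 4 (adjusted p from 0.000195 for *Ucp1* to 0.0153 for *Rxrg*), the fit with the replicate block called *Rxrg* and *Ucp1*, and the fit without WT replicate 2 called *Ucp1* (0.0808). Outside the table, 20 genes were called here, 11 higher and 9 lower.

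The paper shows *Slc17a7* among its differentially expressed genes in Fig. 5E. It is not in Table S3, and its log2 fold change here was −1.43 (adjusted p = 0.172 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.269 in DESeq2). It passed an adjusted p of 0.1 in 2 alternatives set before the data were examined, without a filter on low counts (0.0024) and without *ISM1*-/- replicate 3 (0.0744). *Lep* is labelled among the differentially expressed genes in Fig. 5G and is not in Table S3. It was called here by edgeR, while DESeq2's independent filtering gave it no adjusted p. The paper describes the mice as lacking ISM1, and the libraries labelled *ISM1*-/- held 87.6% of the WT mean of *Ism1* transcript.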

Other observations

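The tests for adipose tissue by markers outside the paper's list, alveolar type 2 cells and heart muscle were fixed before the data were examined. So were the tests of the region around *Ism1* and of the splits of the libraries for the number of genes. The list of 21 genes and the neutrophil, plasma cell and B cell marker sets were fixed beforehand as well. All other tests in this part were chosen only after the results were seen.

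The split by genotype gave more genes than any other split of the 6 libraries. It called 106 genes, while the 3 other splits that also part the 3 same-numbered pairs called 0 each, with 720, 284 and 517 genes at an unadjusted p under 0.05 against 2949 by genotype, so 1 of the 4 comparable splits gave as many genes. The other 6 splits part only 1 such pair and called 0 or 1 gene. With so few splits the share cannot fall under 5%. The library totals of the genotypes overlapped (exact permutation test, p = 0.6), which weighs against library size as a cause. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of −0.0158 with gene length and of −0.164 with transcript GC content, so GC content is a candidate cause of part of the differences. It does not account for them fully. After a correction for GC content in each library the correlation was 0.0223, and 104 genes were called, 95 of them among the 106.

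*Ism1* transcript was retained in the libraries labelled *ISM1*-/-, at a log2 fold change of −0.19 (adjusted p between 0.0356 and 0.486 over the alternatives, in edgeR or DESeq2). No other gene of the table overlaps *Ism1* (0 genes), which weighs against reads of a neighbour. All 6 libraries held between 2508 and 3215 counts of *Ism1*, so no exchange of labels gives a group of libraries without the transcript. A knockout allele that still makes transcript without making the protein is a hypothesis, which counts per gene do not test.

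*Adipoq* fell together with other adipocyte transcripts. Of 24 other adipocyte markers, 17 were called as lower, with log2 fold changes from −2.26 to −1.01, and 9 of these fell by more than *Adipoq*, so less adipose tissue or fewer adipocytes in the *ISM1*-/- lungs as collected is a candidate explanation of the fall of *Adipoq*. Relative to the 9 adipocyte markers outside the paper's list, of which 8 were lower (median −0.35, camera adjusted p = 0.239), *Adipoq* was lower by a log2 difference of −1.26 (exact permutation p = 0.1). By the criterion set beforehand this would weigh against carried-over adipose tissue, but the markers outside the list are those that changed least, so the comparison does not separate the explanations. Relative to all 24 other markers, which include several that did not change, the log2 difference was −0.60, and the highest *ISM1*-/- library (0.529) came close to the lowest WT library (0.592). Alveolar type 2 markers fell little, with 10 of 12 lower at a median of −0.05 (camera adjusted p = 0.338). The set passed in fry (adjusted p = 0.0210), and its mean was lower in every *ISM1*-/- library, so a small fall is possible, but its size weighs against a large loss of these cells. Whether adiponectin fell in type 2 cells or with adipose tissue therefore cannot be told apart in whole-lung counts.

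Heart muscle genes were highest in WT replicate 1. All 12 cardiomyocyte markers outside the paper's list were lower in the libraries labelled *ISM1*-/- and highest in WT replicate 1 (12 of 12, median log2 fold change −1.01, camera adjusted p = 0.412). *Nppa*, for example, had 7858 counts in WT replicate 1 against 359 and 774 in the other two WT libraries and 81, 220 and 641 in *ISM1*-/-. Heart or pulmonary vein muscle carried over with that lung is a candidate explanation for the fall of cardiac genes among the down-regulated genes.

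*S100a8* and *S100a9* may have risen with neutrophils in general. The 9 neutrophil markers outside the paper's list had a median log2 fold change of 0.70, with 7 of 9 higher, and their mean was higher in 3 of 3 *ISM1*-/- libraries, but the camera adjusted p was 0.379, which leaves this open. Blood left after perfusion was weighed by 8 genes of red blood cells. All 8 had a higher mean in *ISM1*-/-, with a median log2 fold change of 0.18, but the genotypes overlapped in the mean of the list (camera adjusted p = 0.811), and the median changed sign between fits that left out 1 library.

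Immunoglobulin genes rose as a family. The summed constant-region genes were higher by a log2 difference of 0.87 and the summed variable segments by 1.15, each in 3 of 3 *ISM1*-/- libraries (exact permutation p = 0.1 for each). The rise of the constant regions weighs against a mere exchange of reads between similar variable segments. Relative to B cell markers the constant regions were still higher in 3 of 3 libraries (log2 difference 0.32, exact permutation p = 0.1, the smallest the design allows), so a larger share of B cells does not account for all of it. More antibody-secreting cells in the lungs labelled *ISM1*-/- is a hypothesis from this pattern. The plasma cell set had a median of 0.72 with 9 of 9 genes higher and did not pass (camera adjusted p = 0.259). It includes immunoglobulin genes such as *Igkc* and *Ighm*, so it is not independent of the pattern. Its members *Mzb1*, *Derl3* and *Pou2af1* are not immunoglobulin genes and overlapped between the genotypes (exact permutation p = 0.2, 0.7 and 0.4). They thus give the hypothesis little support. The mice came from different sources, and this confounder was not tested.

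On chromosome 7, 3 neighbouring transcripts of unknown function, chosen after their values were seen, rose together. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Gm38340* (36721846 to 36725853) was at 1.74 (adjusted p = 0.0255), *E230020A03Rik* (36727177 to 36729562) at 2.75 (adjusted p = 0.00858) and *Gm37827* (36733017 to 36734558) at 2.49 (adjusted p = 0.0163). Their adjusted p ranged up to 0.0952, 0.0526 and 0.0868 over the alternatives that gave one, and *Gm37827* had no adjusted p in the DESeq2 Wald test. They lie on 1 strand within 12713 bases, so they could be parts of 1 transcript, which counts per gene cannot settle. Of the 4 other genes tested within 1 Mb, 3 were higher, 0 had an adjusted p under 0.1 and 1 had an unadjusted p under 0.05, and 4 genes are too few to tell whether the neighbourhood changed. The 3 transcripts lie inside *Tshz3* (36698118 to 36773553, same strand), which had a log2 fold change of 0.29 (standard error 0.106, adjusted p = 0.215 in the edgeR test), and counts per gene do not show whether reads of unspliced *Tshz3* entered the 3 transcripts. The paper does not discuss these transcripts.

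Genes near *Ism1* were not enriched among the differentially expressed genes. Within 20 Mb, 1 of 398 genes tested was called (*Adig*, an adipocyte marker), or 0.251%, against 0.574% elsewhere (Fisher's exact test, p = 0.730). With so few calls the test could miss a weak enrichment, so an effect of a flanking region carried along with the knockout allele is not ruled out, but most of the 106 called genes lie elsewhere.

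Of a list of 21 genes fixed before the data were examined, most of them for molecules that the paper studied by other assays, 18 passed the filter on counts, and *Ifng*, *Il10* and *Il21* did not. Their log2 fold changes lay between −0.62 (*Ccl11*) and 0.65 (*Tnf*), and 0 were called, with adjusted p values from 0.159 to 0.991 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 1 gene at an unadjusted p under 0.05. *Mlkl* was at 0.02, *Ripk3* at 0.20, *Pparg* at −0.19 and *Sftpc* at −0.01. The genotypes did not overlap in 3 of the 18 genes, *Ripk3*, *Pparg* and *Ccl11* (exact permutation p = 0.1 for each, the smallest the design allows). Chance gives such a separation in 10% of genes. These are transcripts of unchallenged lungs, while most of the paper's assays are after HDM challenge and many measure protein. The list does not hold every cytokine that the paper measured. By western blot the paper reports more phosphorylated MLKL and more RIPK3 protein in *ISM1*-/- lungs, with saline as well as after HDM. Transcript counts do not test that.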
